# Perinatal Morphine Exposure Leads to Sex-Dependent Executive Function Deficits and Microglial Changes in Mice

**DOI:** 10.1523/ENEURO.0238-22.2022

**Published:** 2022-10-13

**Authors:** Brittany L. Smith, Tess A. Guzman, Alexander H. Brendle, Collin J. Laaker, Alexis Ford, Adam R. Hiltz, Junfang Zhao, Kenneth D. R. Setchell, Teresa M. Reyes

**Keywords:** amygdala, executive function, microglia, prefrontal cortex, prenatal opioid, social behavior

## Abstract

Children exposed prenatally to opioids are at an increased risk for behavioral problems and executive function deficits. The prefrontal cortex (PFC) and amygdala (AMG) regulate executive function and social behavior and are sensitive to opioids prenatally. Opioids can bind to toll-like receptor 4 (TLR4) to activate microglia, which may be developmentally important for synaptic pruning. Therefore, we tested the effects of perinatal morphine exposure on executive function and social behavior in male and female mouse offspring, along with microglial-related and synaptic-related outcomes. Dams were injected once daily subcutaneously with saline (*n* = 8) or morphine (MO; 10 mg/kg; *n* = 12) throughout pregestation, gestation, and lactation until offspring were weaned on postnatal day 21 (P21). Male MO offspring had impairments in attention and accuracy in the five-choice serial reaction time task, while female MO offspring were less affected. Targeted gene expression analysis at P21 in the PFC identified alterations in microglial-related and TLR4-related genes, while immunohistochemical analysis in adult brains indicated decreased microglial Iba1 and phagocytic CD68 proteins in the PFC and AMG in males, but females had an increase. Further, both male and female MO offspring had increased social preference. Overall, these data demonstrate male vulnerability to executive function deficits in response to perinatal opioid exposure and evidence for disruptions in neuron–microglial signaling.

## Significance Statement

This study demonstrates (1) construct validity for a mouse model of perinatal morphine exposure that results in executive function deficits and (2) evidence in support of alterations in neuron–microglial signaling that may underlie these behavioral deficits. The importance of this work is emphasized by the continually worsening opioid epidemic and the challenges of studying long-term behavioral health of exposed children. Our study found that male morphine-exposed offspring had delayed learning and reduced motivation in basic cognitive tasks, followed by executive function deficits in attention and accuracy. Females instead had an increase in impulsivity, but both sexes displayed heightened social preference. Transcriptional profiling identified altered neuron–microglial signaling as an important biological pathway affected by perinatal morphine.

## Introduction

Prenatal opioid exposure rates are continuing to rise, largely captured by the 82% increase in Neonatal Opioid Withdrawal Syndrome (NOWS) incidence across the United States since 2010 (Hirai et al., 2021). As of 2017, NOWS rates were estimated at 7.3 per 1000 births, with some states seeing as high as 53.5 cases per 1000 births (Hirai et al., 2021) and males having an increased risk for NOWS diagnosis (Charles et al., 2017). Exposed infants have an increased risk for behavioral and emotional disorders, even in the absence of a NOWS diagnosis (Hall et al., 2019). Furthermore, exposed infants without NOWS are at a greater risk for increased mortality in the first year of life, emphasizing the need to study prenatal exposure even in the absence of NOWS (Leyenaar et al., 2021). While exposure is more difficult to quantify than a NOWS diagnosis, universal maternal drug testing suggests that prenatal opioid exposure could be as high as 10 times the national NOWS diagnosis rate (Smith et al., 2022a).

Children born to mothers taking opioid drugs during pregnancy have an increased risk for cognitive problems that most frequently manifest as executive function deficits during early childhood, including inattention and impulsivity (Hickey et al., 1995; Ornoy et al., 1996; Slinning, 2004; Wahlsten and Sarman, 2013; Nygaard et al., 2016; Levine and Woodward, 2018). These cognitive problems persist into adolescence (Nygaard et al., 2017), and males appear more vulnerable than females (Hickey et al., 1995; Nygaard et al., 2015). However, the complexities of the maternal opioid-using population (e.g., a high rate of polysubstance use; Smith, 2021) make it difficult to ascribe specific deficits to opioid exposure alone. This emphasizes the importance of animal models, and indeed, rodent studies have found cognitive deficits after prenatal opioid exposure (Zagon et al., 1979; Šlamberová et al., 2001; Wang and Han, 2009; Lu et al., 2012). Recently, adult rat offspring exposed to methadone during late gestation and lactation displayed specific executive function deficits in cognitive flexibility, but this was not assessed by sex (Jantzie et al., 2020).

Opioid maintenance therapy with methadone or buprenorphine is recommended for pregnant people who disclose an opioid use disorder, but major barriers can prevent access to these therapies (Mancher and Leshner, 2019). Hence, morphine (MO) remains among the most prevalent opioid detected (Smith et al., 2022a), likely since it is the immediate metabolite of heroin and a metabolite of codeine. Furthermore, morphine is frequently detected in mothers who tested positive for methadone or buprenorphine (Smith et al., 2022a).

Morphine and other opioids can activate toll-like receptor 4 (TLR4; Hutchinson et al., 2010; Wang et al., 2012), a pattern recognition receptor expressed primarily (but not exclusively) on microglia that initiates a cascade of cytokine release. In conjunction with deficits in executive function, methadone-exposed offspring (not differentiated by sex) were reported to have increased expression of TLR4 pathway genes in the cortex, along with increased IL-1β cytokine and Cxcl2 chemokine protein levels (Jantzie et al., 2020). Given this evidence and the known role of microglia in neurodevelopment (Paolicelli et al., 2011; Schafer et al., 2012; Zhan et al., 2014; Frost and Schafer, 2016; Kopec et al., 2018), it is possible that prenatal morphine exposure may impair executive function via altered microglial-mediated synaptic pruning. Furthermore, because microglial-mediated developmental processes differ substantially in males and females (Lenz et al., 2013; Lenz and McCarthy, 2015; McCarthy et al., 2017; Kopec et al., 2018; VanRyzin et al., 2019), the effects of prenatal morphine likely vary by sex.

The prefrontal cortex (PFC) is the brain region largely responsible for executive functioning, has heavy bidirectional connections with the amygdala (AMG), and opioid receptors are densely expressed in both PFC and AMG (Mansour et al., 1987). Importantly, children exposed prenatally to opioids have increased PFC–AMG connectivity, a finding that persists into adolescence (Radhakrishnan et al., 2021). We propose that the PFC and AMG are specifically vulnerable to the effects of prenatal opioid exposure.

Therefore, we hypothesized that long-term prenatal morphine exposure causes offspring changes in PFC-mediated and AMG-mediated behaviors that could vary by sex and potentially align with changes in microglia and synaptic markers. To study this, we used a 7 week perinatal morphine model that encompassed the pregestational, gestational, and lactation periods in mice to include exposure that is equivalent to third trimester brain development in humans. We assessed the social behavior of male and female offspring in adolescence using the three-chambered social interaction test and adult executive function in the operant-based touchscreen five-choice serial reaction time task (5CSRTT). We then examined the offspring PFC and AMG for gene expression at postnatal day 21 (P21) and in adulthood, along with quantifying microglial protein expression of Iba1 and lysosomal phagocytic marker CD68 in adult offspring. Finally, we conducted gene enrichment analysis on transcriptional changes in the P21 PFC to identify pathway-related hypotheses for future work.

## Materials and Methods

### Animal subjects

All experimental subjects were B6D2F1/J hybrid mice bred in-house from sexually naive female C57BL/6J and male DBA/2J mice that arrived at 7 weeks of age and acclimated to the temperature-controlled and humidity-controlled vivarium for 1 week before the experiment. This breeding enhances genetic diversity to increase the generalizability of our findings. All mice were housed in standard polycarbonate cages containing corncob bedding with water and food available *ad libitum* (unless otherwise noted for behavior testing). The housing room had a 12 h light/dark cycle (lights on, 6:00 A.M.; lights off, 6:00 P.M.). Experimental procedures were all conducted in compliance with the National Institutes of Health *Guidelines for the Care and Use of Laboratory Animals* and approved by the University of Cincinnati Institutional Animal Care and Use Committee.

### Experimental design and maternal morphine exposure

After 1 week acclimation to the facility, female C57BL/6J mice were randomly assigned to receive either MO (*n* = 12) or saline vehicle (SAL; *n* = 8), injected daily (subcutaneously), 4 h before lights off. Female injections began 1 week before breeding to habituate and minimize stress during pregnancy. Additionally, this models the establishment of opioid use before pregnancy, instead of after conception. Morphine sulfate (4 mg/ml stock; Henry Schein Medical Animal Health) was diluted with sterile saline to achieve an injection volume of 0.1–0.2 ml. Mice were injected with doses of 3, 5, and 7 mg/kg on days 1–3 to gradually acclimate the mice to the desired dose of 10 mg/kg on day 4, which was used throughout pregnancy and lactation, until offspring were weaned on P21 (Golalipour and Ghafari, 2012). Only dams were treated, offspring were not. Small litters were combined to ensure equal access to nutrition among pups, resulting in litter sizes of 8–10. After combining small litters together on P2 after the pup retrieval test (see below), the maternal sample size resulted in seven MO dams and six SAL dams. The dams that no longer had pups were removed from the study on P2. On P14, dams and their litters were moved to a room with a reversed light/dark cycle (lights off, 9:00 A.M.; lights on, 9:00 P.M.) to habituate offspring for behavioral testing during the dark cycle. The timing of the move was dictated by housing constraints within the vivarium, which habituation before breeding. On the day of weaning, one cohort of offspring were sacrificed on P21 for gene expression (*n* = 6/group; *n* = 1/litter/sex). The second cohort was used for all behavioral testing and adult gene expression and housed in cages of three to four, unless otherwise noted (*n* = 10–12/group; *n* = 1–2/litter/sex). Figure 1 shows the experimental timeline, and Extended Data Figure 1-1 shows a full description of sample sizes.

**Figure 1.**
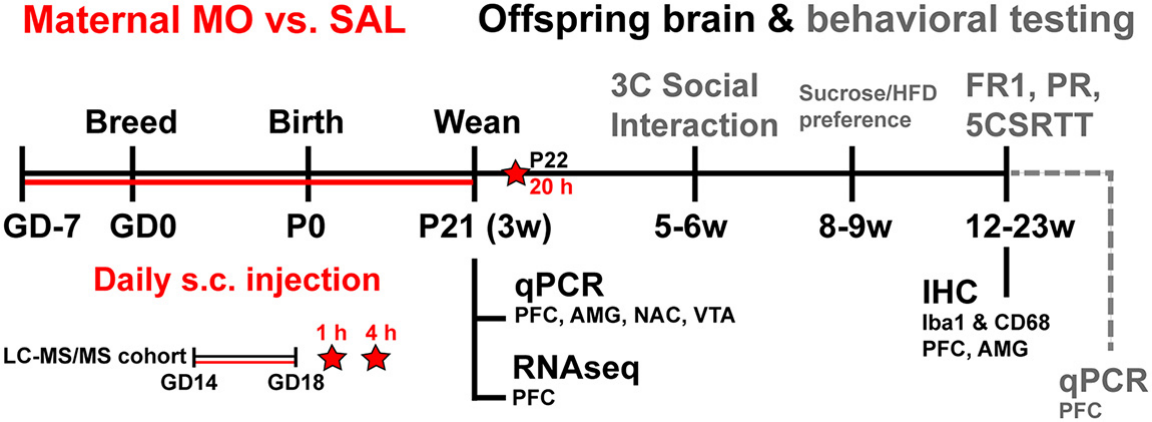
Experimental timeline. Perinatal morphine treatment to mouse dams (MO, 10 mg/kg, s.c.) versus SAL began 7 d before breeding [gestational day 7 (GD-7), start of the study], continued through birth and lactation until offspring were weaned on P21. Maternal plasma was collected on P22 for LC-MS/MS, 20 h after the final MO injection. One cohort of mouse offspring was used for P21 gene expression. A second behaviorally naive cohort was used for immunohistochemistry at 23 weeks (w) of age. The third cohort underwent testing for three-chambered social interaction, sucrose/high-fat diet preference, and operant testing (FR1; PR, progressive ratio), and brains were used for gene expression at 22 weeks. Finally, a smaller separate cohort of dams were injected at GD14–GD18, and maternal plasma, placentas, and fetal brains were collected at 1 and 4 h after MO injection for LC-MS/MS. Refer to Extended Data Figure 1-1 for sample sizes, and Extended Data Figures 1-2, 1-3, 1-4 for gene expression targets. Refer to Extended Data Figures 1-5, 1-6, 1-7 for additional birthing and offspring outcomes.

10.1523/ENEURO.0238-22.2022.f1-1 Figure 1-1 End point, variables measured, offspring sample size, and litter representation for each outcome assessed. Download Figure 1-1, DOCX file.

Dams used to breed the experimental cohort were killed 24 h after weaning offspring (20 h after the final 10 mg/kg, s.c., MO dose), and *n* = 2 plasma samples were quantified for MO concentrations. Additionally, a smaller separate cohort of dams was injected once daily for 5 d during the second gestational week. Dosing followed the same gradual increase across the first 4 d as used in the experimental dams: 3, 5, 7, 10 mg/kg. The 10 mg/kg dose was then administered again on the fifth day, and dams were killed 1 h (*n* = 2) or 4 h (*n* = 3) after injection. For dams from the experimental cohort killed at 20 h postinjection and the smaller cohort of dams killed at 1 and 4 h postinjection, maternal trunk blood was collected and centrifuged at 3500 × *g* for 15 min at 4°C. Fetal brains and placentas were collected from dams in the smaller cohort at 1 and 4 h (*n* = 3–4 offspring/dam) and flash frozen in isopentane. Plasma, brains, and placentas were stored at −80°C for mass spectrometry MO quantification. The small sample size used for this quantification was to verify MO transport to maternal plasma and fetal tissue, not for comparative purposes.

10.1523/ENEURO.0238-22.2022.f1-2 Figure 1-2 Gene expression targets for P21 mPFC, AMG, VTA, and NAc. The + and – symbols indicate included (+) or omitted (–) targets for adult operant PFC. The ^ and ᵒ symbols indicate included (^) or omitted (ᵒ) targets for adult operant AMG. Download Figure 1-2, DOCX file.

10.1523/ENEURO.0238-22.2022.f1-3 Figure 1-3 Targets added for the adult operant mPFC gene expression analysis. The ^ and ᵒ symbols indicate included (^) or omitted (ᵒ) targets for adult operant AMG. Download Figure 1-3, DOCX file.

10.1523/ENEURO.0238-22.2022.f1-4 Figure 1-4 Targets added for the adult operant AMG gene expression analysis. Download Figure 1-4, DOCX file.

10.1523/ENEURO.0238-22.2022.f1-5 Figure 1-5 Maternal and birth characteristics. ***A***, ***B***, Maternal MO treatment did not alter gestational weight (***A***) or pup birth weight (***B***). ***C***, Assessed during the first postnatal week, MO injection acutely reduced time spent in the nest at 1 h, but this was recovered by 4 h (#*p* < 0.05, drug × time interaction; MO: *p < 0.05 main effect of drug; *p < 0.05 MO vs SAL at 1 h, two-way repeated-measures ANOVA). ***D***, On postnatal day 2, MO dams returned their pups faster on average than SAL dams (*p < 0.05 vs SAL, *t* test). Download Figure 1-5, TIF file.

10.1523/ENEURO.0238-22.2022.f1-6 Figure 1-6 Values for maternal and birthing outcomes that did not reach statistical significance (mean ± SEM) or median (range). Download Figure 1-6, DOCX file.

10.1523/ENEURO.0238-22.2022.f1-7 Figure 1-7 Values for offspring body weight (mean ± SEM). Download Figure 1-7, DOCX file.

### Pup retrieval test

On P2, the pup retrieval test was performed in the home cage during the light phase under baseline (BL) conditions (before daily injection). The dam was removed from the home cage and placed in a separate clean cage. The pups were then moved out of the nest and scattered apart from each other at the most distal portion of the home cage from the nest. The dam was then returned to the nest and video recorded undisturbed for 10 min. A single investigator blinded to the experimental groups used Behavioral Observation Research Interactive Software (BORIS) to quantify latency to retrieve the first pup, average retrieval latency per pup, and the percentage of pups retrieved during the 10 min session.

### Three-chambered social interaction test

At 5–6 weeks of age, adolescent offspring were tested in the three-chambered social interaction task (3C) during a single day under dim indirect white light. This was performed 1–8 h after lights off, with order balanced between groups. The apparatus (length, 52 cm; width, 26 cm; height, 22 cm) was divided into a central chamber (length, 14 cm) and two adjacent right and left chambers (length, 19 cm). Mice were first placed into the central chamber and allowed to explore all three chambers for 5 min (habituation). Next, mice were guided into the center chamber and briefly contained with dividers while a novel conspecific was placed into a wire cup on one of the side chambers. Dividers were then removed so the experimental mouse could explore for 10 min and become familiar with this mouse (social preference). Finally, the experimental mouse was brought back to the center chamber while a second novel conspecific was placed in the second cup, with the experimental mouse allowed to explore either mouse for 10 min (social novelty). The investigator counterbalanced the sides for familiar versus novel mice and whether the familiar mouse changed sides. Conspecific mice were B6D2F2/J hybrid mice from B6D2F1/J dams × DBA/2J males. A single investigator blinded to the experimental groups used BORIS to quantify time spent and bout frequencies investigating each of the cups under the various conditions (empty, mouse, familiar, novel). Preference and recognition indexes were calculated as percentages = [time spent investigating target/(time spent investigating target + time spent investigating other cup)] × 100.

### High-fat and sucrose preference tests

At 8–9 weeks of age, mice were singly housed and underwent preference testing for high-fat diet and sucrose (counterbalanced order on consecutive weeks). Mice were provided with either a 60% high-fat diet (catalog #58G9, TestDiet) or 4% sucrose water, in addition to standard chow diet and water bottles. Consumption of both options were measured daily for 3 d, with bottle/hopper placement switched daily. For both tests, day 1 was considered habituation and not assessed. Intake on days 2–3 was averaged and calculated as a percentage of total fluid or food intake. In the females, there were three SAL and three MO offspring that shredded the high-fat diet to a degree that prevented accurate measurement, resulting in seven SAL and nine MO mice. After completing both tests, mice were rehoused into their cages of three to four for the remainder of the study.

### Operant behavioral testing

At 12–13 weeks of age, adult offspring were food restricted to maintain 85–90% of their free-feeding body weight for 1 week before training and testing in Bussey-Saksida Mouse Touch Screen chambers using Abet II and Whisker software (Lafayette Instrument). Mice also habituated to the reinforcer for 24 h in their home cages (chocolate Yoo-hoo). Mice were tested 1×/d Monday–Friday for 30 min (or 1 h for progressive ratio) 1–8 h after lights off, with order balanced between groups.

#### Habituation, fixed ratio 1, and progressive ratio

Mice habituated to the chamber with magazine training for 3 d (5 Choice Habituation 2v2, Robbins). The habituation session began with a 5 s feeder pulse, and all remaining trials for the entire experiment were 280 ms. For magazine training, the magazine light illuminated until the mouse entered to collect the reward, followed by a 10 s intertrial interval (ITI). After habituation, the mice began fixed ratio 1 (FR1) training and testing, during which the center pad of five touchscreen pads became active (Center Only–Mouse Must Touch training v2). The center touchscreen illuminated until the mouse made a touch response, after which the magazine light illuminated until the mouse collected the reward, followed by a 1 s ITI. The lateral four touchscreen pads remained unlit, although touch responses to these blank pads were recorded. Achieving ≥70 trials for 2 consecutive days satisfied the FR1 learning criterion. Each male and female cohort remained on FR1 until all mice had passed the criterion. Once all mice had learned FR1 (7 d for females, 12 d for males), they underwent progressive ratio (PR) testing for 2 consecutive days. PR had the same stimulus and ITI as FR1, except after every three trials the number of responses needed to turn off the touchscreen and obtain a single reward increased in the following fashion: 1, 2, 4, 7, 11, 16, 22, 29, and 37. The break point was the response number achieved per reward at the end of the 1 h PR session.

#### Five-choice serial reaction time task

After PR testing, mice started the 5CSRTT, which began with 2 d of habituation to any one of the five touchscreen pads illuminating for a trial (5 Choice Mouse Must Touch, Robbins). The pad remained illuminated until the mouse made a correct response, followed by reward and 5 s ITI. All remaining 5CSRTT sessions had a finite stimulus presentation, and, for a successful trial, the mouse had to respond to the correct touch pad during illumination. Responding to an unlit pad during stimulus presentation counted as an incorrect trial, failure to respond at all during stimulus presentation counted as an omission, and any response during the 5 s ITI was a premature response. An incorrect, omitted, or premature response resulted in a 5 s time-out, during which the house light illuminated. All trials resulted in magazine light illumination, but correct responses also came with a 1 s tone and reward. The magazine light remained lit until the mouse entered to start the ITI. We analyzed the percentage of accuracy, the percentage of omissions, the total number of trials, and the total number of premature responses (Fletcher et al., 2007; Funk et al., 2019; Smith et al., 2020).

The mice completed four progressively harder 5CSRTT schedules at their own learning pace. A mouse passed schedule criterion by reaching at least 20 trials and >50% correct for 2 consecutive days. The first three schedules were finite stimulus presentations that remained constant over the 30 min session and lasted for 16, 8, and 4 s (Titration 5-Choice Mouse Touch Basic v3, Robbins; session values 10, 11, 12). For the 16 s stimulus, we analyzed the first few days of training the mice encountered before any mouse passed criterion. We then analyzed the first day that each mouse passed criterion for the 16, 8, and 4 s stimulus. After passing the 4 s stimulus, the mice underwent titration testing where stimuli durations were titrated to individual performance during the session (Martin et al., 2015; McKee et al., 2017). Correct trials decreased the stimulus duration by one level on the following trial, omissions or incorrect responses increased the stimulus duration by one level, while premature responses did not change stimulus duration. Titration sessions began with a 10 s stimulus, and the levels were 10, 8, 6, 4, 2, 1.5, 1, 0.9, 0.8, and 0.7 s until the mouse reached the minimum achievable stimulus. After 24 and 29 d of 5CSRTT in males and females, two male MO offspring and two female SAL offspring failed to pass the criteria to reach titration testing and were removed from analyses.

### Gene expression

One group of offspring was killed via rapid decapitation without perfusion on P21 and a second group in adulthood the morning after the final day of operant testing at 22 weeks of age. Male and female brains were promptly removed and immediately stored in RNAlater at 4°C overnight and at −20°C until dissection with a brain block to separate the medial PFC [mPFC; 1 mm sections; anteroposterior (AP), +1.2 to 2.2; dorsoventral (DV), −2.2 to 0.0; mediolateral (ML) ±0–0.6; Paxinos and Franklin, 2004] and AMG (2 mm sections; AP, −0.5 to 2.5; DV, −4 to 5.4; ML, ±1.6–3.8). From the P21 samples, the nucleus accumbens (NAc; 1 mm sections; AP, +1.2 to 2.2; DV, −2.2 to 3.6; ML, ±0–2.4) and ventral tegmental area (VTA; 1 mm gross sections; AP, −2.90 to 3.90; DV, −2.0 to 5.0; ML, ± 0–2.0) were also dissected. We included the NAc and VTA based on reports of increased reward-driven behavior in MO offspring (Ramsey et al., 1993; Hol et al., 1996; Grecco and Atwood, 2020). For RNA extraction, samples were homogenized in 500 μl of TRIzol reagent (Thermo Fisher Scientific) with a TissueLyser (Qiagen). After incubation with 100 μl of chloroform (20 min) and centrifugation (15 min, 12,000 × *g*, at 4°C), the supernatant was mixed with 100% ethanol, transferred to RNeasy columns, and washed with buffers RWT and RPE (Qiagen). An Epoch microplate spectrophotometer (BioTek) was used to assess RNA quantity and quality and cDNA was synthesized with a High Capacity Reverse Transcriptase Kit (Thermo Fisher Scientific). The cDNA samples were preamplified for 32 genes of interest, using TaqMan assays and Preamp Master Mix (Thermo Fisher Scientific) following the manufacturer protocol (Fluidigm) and as previously published (McKee et al., 2017; Smith et al., 2020). For quantitative PCR (qPCR), CT values were obtained for each of the 32 genes using a 96.96 Dynamic Array Integrated Fluidic Circuit with Biomark HD (Fluidigm). Extended Data Figure 1-2 shows P21 targets, Extended Data Figure 1-3 shows added adult mPFC targets, and Extended Data Figure 1-4 shows added adult AMG targets (the adult AMG samples were run on a plate with another study, for which targets were chosen separately). NormFinder was used to identify the most stable housekeeping gene pair for each brain region and age group from a list of four: ACTB, GAPDH, PPIA, YWHAZ. NormFinder revealed that ACTB and PPIA were the most stable housekeeping gene pair for the AMG, NAc, and VTA, while GAPDH and PPIA were the most stable combination in mPFC. The ddCT method was used to normalize the expression of the 28 targets to the geomean of the most stable housekeeping gene pair, with the male SAL serving as the reference group for sex × drug analysis, and male or female SAL serving as the same-sex reference group for adult operant gene expression analysis.

### P21 mPFC RNA sequencing, data analysis, and pathway analysis

RNA samples used for P21 mPFC Fluidigm gene expression were also used for RNA sequencing (seq). The data discussed in this publication have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession number GSE206032 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE206032). Directional poly A RNA-seq was performed via previously described protocols (Walsh et al., 2019; Rapp et al., 2020). Briefly, total RNA quality was analyzed for quality control (QC) with Bioanalyzer (Agilent). Sample RNA integrity number (input resistance) values ranged from 7.2 to 8.9. To obtain poly A RNA for library preparation, 1 μg of high-quality total RNA was input into NEBNext Poly(A) mRNA Magnetic Isolation Module (New England BioLabs). The poly A RNA was then enriched using the SMARTer Apollo automated NGS Library Preparation system (Takara Bio USA). For library preparation, NEBNext Ultra II Directional RNA Library Prep Kit (New England BioLabs) was used with PCR cycle number 8. Next, library QC and quantification was completed with real-time qPCR (NEBNext Library Quant Kit, New England BioLabs) and individually indexed libraries were pooled proportionally and sequenced using NextSeq 550 Sequencer (Illumina), with the sequencing setting of single read 1 × 85 bp to generate ∼25 million reads.

After sequencing, Illumina BaseSpace Sequence Hub automatically produced Fastq files for downstream analysis. BaseSpace app RNA-Seq Alignment version 2.0.2 and RNA-Seq Differential Expression app version 1.0.1 were used for standard bioinformatics analysis to identify differentially expressed genes. Reference genome *Mus musculus*/MM10 (RefSeq) was used to align reads under first-strand setting, with the analysis using STAR for alignment and Salmon for quantification. BAM and Transcriptome.BAM files were obtained from STAR, with Salmon then using the Transcriptome.BAM file to assign transcripts per million to genes and transcripts. The RNA-Seq Differential Expression app then used the alignment result for differential expression analysis of reference genes with DESeq2 to create differential expression reports in BaseSpace Hub.

Gene set enrichment analysis was performed using Enrichr (Chen et al., 2013; Kuleshov et al., 2016; Xie et al., 2021). Enrichment analysis was conducted on upregulated and downregulated gene lists in both male and female offspring (MO vs SAL: unadjusted *p* < 0.05; and log2FoldChange >1.2 or less than −1.2), to identify biologically relevant pathways underlying the gene lists. Then to determine the robustness of the upregulated/downregulated gene lists in determining perinatal MO versus SAL exposure, unbiased gene × drug hierarchical clustering was performed using Morpheus (Broad Institute). Pearson and Spearman similarity measures were assessed, along with both hierarchical and k-means clustering (*k* = 2).

### Immunohistochemistry

A subset of adult behaviorally naive SAL and MO offspring from the same pregnancy cohort were transcardially perfused with 1× PBS followed by 4% paraformaldehyde at 23 weeks of age (male SAL, *n* = 5; male MO, *n* = 6; female SAL; *n* = 3; female MO, *n* = 5). Perfused brains were collected and stored in 4% paraformaldehyde for 4 h, transferred to 30% sucrose overnight, sectioned on a microtome at 35 μm, and stored in cryoprotectant. For immunohistochemistry, sections were washed 5× 5 min in 1× PBS before transfer to blocking solution (0.2% bovine serum albumin, 0.4% Triton X-100, 4% normal goat serum). After 1 h of incubation in blocking solution, sections were incubated in the following primary antibodies diluted in blocking solution overnight at 4°C: rabbit anti-Iba1 (1:1000; catalog #019–19 741, Wako Chemicals USA); and rat anti-CD68 (1:500; catalog #MCA1957, BIO-RAD). Following primary antibody incubation, samples were washed with 1× PBS and incubated 1:500 in goat anti-rabbit cyanine3 and 1:500 in goat anti-rat 647 IgG for 1 h. Sections were washed, mounted to slides, and coverslipped with DABCO Mounting Media. Images were captured at 20× and 40× magnification using Axiovision 4.6 software (Zeiss) with Apotome Deconvolution. At 40×, *z*-stacks were captured, and subsets of five consecutive 1 μm images in the stack were compressed into projection images (LSM Image Browser) as previously described (Kopp et al., 2013; Smith et al., 2016). Medial PFC images were taken bilaterally at both mid-mPFC (m-mPFC) and caudal mPFC (c-mPFC) sections at the junction between the prelimbic and infralimbic divisions, due to reports of rostral–caudal differences in mPFC control of cognition and motivation (Kouneiher et al., 2009). We did not separate the prelimbic from the infralimbic mPFC because of the lack of differences in Iba1 expression between these subdivisions in previous work (Kopp et al., 2013). Bilateral AMG images were taken of the basolateral amygdala (BLA) and medial amygdala (MeA). ImageJ was used for all quantification. At 20×, whole-frame immunofluorescence was assessed by counting Iba1-positive cells and normalizing the automated integrated density measurement of CD68 and Iba1 immunofluorescence to the cell count in the frame. At 40×, cell-specific immunofluorescence was assessed by outlining individual Iba1-positive cell bodies with the freehand tool. ImageJ quantification for each cell included automatic measurement calculations of: Iba1 cell perimeter, area, Iba1 integrated density/individual cell area, and CD68 integrated density/individual cell area. At 40×, there were issues with focusing some of the slides for the *z*-stacks, resulting in a smaller sample size (male SAL, *n* = 5; male MO, *n* = 6; female SAL, *n* = 3; female MO, *n* = 5).

### Liquid chromatography tandem mass spectrometry

Total morphine concentration was measured in mouse plasma, fetal brain, and placenta by tandem mass spectrometry (MS/MS) using a validated clinical assay for the detection of drugs of abuse in human urine and umbilical cord tissue performed according to proprietary assays (standard operating procedures #Path.CMS 1060 and #Path.CMS 1066) in a College of American Pathologists-accredited and Clinical Laboratory Improvement Amendments-accredited laboratory. Briefly, plasma and homogenized brain and placenta were hydrolyzed with a β-glucuronidase enzyme to obtain unconjugated morphine in the presence of the stable isotopic-labeled internal standard, [^2^H_6_]morphine (morphine-D_6_), and then extracted by solid-phase extraction on a Strata-X-C strong cation exchange column (Phenomenex). Morphine was eluted with organic solvent and liquid chromatography tandem mass spectrometry (LC)-MS/MS analysis was performed using a LC20AD HPLC system (Shimadzu) coupled to a mass spectrometer (model QTRAP 4500, SCIEX). Chromatographic separation was achieved on a Kinetex 2.6 μm Phenyl-Hexyl LC column (50 × 4.6 mm; Phenomenex). A gradient mobile phase was used with a binary solvent system, which was ramped from 5% mobile phase B (methanol/0.1% formic acid) to 5% mobile phase A (water/10 mm ammonium formate) at a flow rate of 0.7 ml/min. The total run time was 7 min. The optimal signal for the morphine and morphine-D_6_ were achieved in positive ion mode with the use of the following instrument settings: ion spray voltage, 2500 V; source temperature, 650°C; curtain gas, 35 psi; ion source gas 1, 60 psi; and ion source gas 2, 50 psi. The ion transitions monitored were selected as mass/charge ratio (*m*/*z*) of 286.0 to >152.1 (quantifier ion) and *m*/*z* of 286.0 to >165.1 (qualifier ion) for morphine, and *m*/*z* of 292.1 to >152.1 for morphine-D_6_. Data acquisition on the mass spectrometer was controlled by Analyst 1.7.2 software (SCIEX). Data processing and quantification were performed with MultiQuant software version 3.0.3 (SCIEX).

### Statistics

Data were analyzed with GraphPad Prism 9 (GraphPad Software) and are displayed as the mean ± SEM. Maternal data were analyzed with unpaired *t* tests (MO vs SAL) or two-way repeated-measures ANOVAs (drug × time). Offspring P21 gene expression and behavior data collected before operant testing were analyzed by two-way ANOVAs (drug × sex). Offspring operant behavior data and adult gene expression were analyzed separately for each sex with unpaired *t* tests (MO vs SAL) or two-way repeated-measures ANOVAs (drug × time). Females completed operant training in far fewer days than the males, with testing and tissue collection occurring on different days than the males. Furthermore, the pronounced sex differences in operant training and performance may obscure the detection of the effects of maternal drug history. Data that failed equal variance assumptions were analyzed via nonparametric Mann–Whitney test. For the percentage of passing the behavioral criterion, data were analyzed via Log-rank test comparing the survival curves. For significant interactions in the two-way ANOVAs/repeated-measures ANOVAs, *post hoc* testing was conducted to assess the effect of the drug using Bonferroni’s multiple-comparisons correction. Behavioral correlations were conducted in R using the corrplot package (Wei et al., 2021) with Pearson’s correlation measure, and significant correlations of interest graphed in Prism. Refer to Table 1 with the result column indicating superscript letters for each statistical result presented in the Results.

**Table 1:** Statistical table

Result	Data structure	Type of test	Power: 95% CI, MO vs SAL
a	Normal distribution	Two-way ANOVA	−0.9729 to 1.565
b	Normal distribution	Two-way ANOVA	12.37–57.91
c	Normal distribution	*t* test	−42.15 to −2.805
d	Normal distribution	Two-way ANOVA	−13.95 to −1.238
e	Survival analysis	Log-rank (Mantel–Cox)	0.8219–4.835
f	Normal distribution	*t* test	−16.25 to −3.751
g	Normal distribution	One-way ANOVA	0.8553–20.70
h	Normal distribution	One-way ANOVA	−8.720 to −2.726
i	Normal distribution	One-way ANOVA	2.081–8.610
j	Normal distribution	One-way ANOVA	−11.40 to −1.271
k	Normal distribution	One-way ANOVA	−22.71 to −3.676
l	Normal distribution	One-way ANOVA	0.1384–8.060
m	Normal distribution	One-way ANOVA	2.606–7.030
n	Normal distribution	*t* test	−5.397 to −0.7243
o	Normal distribution	Linear Regression	Slope 95% CI: 0.2513–2.790
p	Normal distribution	Linear Regression	Slope 95% CI: 0.3514–1.937
q	Normal distribution	Linear Regression	Slope 95% CI: −0.189 to 0.891
r	Normal distribution	Linear Regression	Slope 95% CI: 0.0744–1.204
s	Normal distribution	Two-way ANOVA	−0.3064 to −0.07172
t	Normal distribution	Two-way ANOVA	−0.1778 to −0.002775
u	Normal distribution	Two-way ANOVA	−0.2946 to −0.01059
v	Normal distribution	Two-way ANOVA	−0.1942 to −0.03028
w	Normal distribution	Two-way ANOVA	−0.3187 to −0.05020
x	Normal distribution	Two-way ANOVA	−0.3454 to −0.04435
y	Normal distribution	Two-way ANOVA	0.002719–0.2159
z	Normal distribution	Two-way ANOVA	0.06831–0.3622
aa	Non-normal	Mann Whitney *U* test	0.04579–1.417
ab	Non-normal	Mann Whitney *U* test	0.06866–0.5624
ac	Normal distribution	*t* test	10,716–8,233,887
ad	Normal distribution	*t* test	478,164–3,712,384
ae	Normal distribution	*t* test	0.6423–9.446
af	Normal distribution	*t* test	−17.07 to −2.215
ag	Normal distribution	*t* test	−14.15 to −4.105
ah	Normal distribution	*t* test	−4,454,906 to −331,789

The Result column indicates superscript letters for each statistical result presented in this section.

## Results

### Maternal and early postnatal outcomes

Maternal mean (±SEM) plasma concentration of MO was 2825.5 ± 35.0 and 521.7 ± 73.6 ng/ml, respectively, at 1 and 4 h after subcutaneous injection. By 20 h, concentrations were below the lower limit of detection of the assay (2 ng/ml; Table 2). These findings are consistent with the rapid plasma clearance of MO and an approximate half-life of 1–2 h. Concentrations of MO in placental tissue showed a similar relationship to that of plasma, with high tissue concentrations at 1 h similarly decreasing by 4 h. Fetal brain tissue concentrations were approximately half those of placental tissue and confirmed placental transfer and transport of MO to the fetal brain. The tissue concentrations at 20 h were not determined.

**Table 2:** Morphine concentrations measured by tandem mass spectrometry

Tissue	Time (h)	Total morphine ± SE
Maternal plasma (*n* = 2)	1	2825.5 ± 35.0 (ng/ml)
Placenta (*n* = 7)	1	2704.6 ± 99.4 (ng/g)
Fetal brain (*n* = 7)	1	1267.2 ± 45.4 (ng/g)
Maternal plasma (*n* = 3)	4	521.7 ± 73.6 (ng/ml)
Placenta (*n* = 11)	4	415.4 ± 10.4 (ng/g)
Fetal brain (*n* = 11)	4	434.0 ± 11.2 (ng/g)
Maternal plasma (*n* = 2)	20	<2 ng/ml

Total morphine detected at 1, 4, and 20 h after maternal injection in maternal plasma. Tissue levels in placenta and fetal brain samples were measured at 1 and 4 h only.

Maternal MO treatment did not affect gestational weight gain or pup birth weight (Extended Data Fig. 1-5*A*,*B*)^a^. There were also no effects on gestational duration, litter size, or maternal nest quality/size (Extended Data Fig. 1-6). Acutely, MO caused observable increases in locomotion. In quantifying the average time spent in the nest during 2 min bins in the first postnatal week,^b^ there was a significant drug × time interaction (*F*_(3,30)_ = 6.1; *p* = 0.0022] and main effects of drug (*F*_(1,10)_ = 11.8; *p* = 0.0063) and time (*F*_(3,30)_ = 4.6; *p* = 0.0087; Extended Data Fig. 1-5*C*). At BL immediately before and immediately after injection (0 h), MO-treated and SAL-treated dams spent comparable amounts of time in the nest. At 1 h postinjection, MO-treated dams spent significantly less time in the nest (*p* < 0.0001) but recovered by 4 h postinjection. MO dams returned their pups to the nest faster on average than SAL dams in the pup retrieval test conducted at BL (*t*_(13)_ = 2.5; *p* = 0.028^c^; Extended Data Fig. 1-5*D*). At weaning, there were no effects of drug on offspring body weight (Extended Data Fig. 1-7). At P42, there was a main effect of sex, with females weighing less than males, but there remained no effect because of drug (Extended Data Fig. 1-7).

### Social behavior and palatable food/sucrose preference testing

In the three-chambered social interaction test at 5–6 weeks of age, there was a main effect of drug in the social preference portion. All animals demonstrated a social preference (*p* < 0.05 vs 50%); however, MO offspring displayed a significant increase in preference for the mouse versus empty cup compared with SAL offspring^d^ (*F*_(1,40)_ = 5.8; *p* = 0.02; Fig. 2*A*). There was no effect of drug or sex and no sex × drug interaction in the social novelty portion of the test (Fig. 2*B*). At 8–9 weeks of age, there were no group differences in consumption or preference of either 60% high-fat diet or 4% sucrose solution (Extended Data Fig. 2-1).

**Figure 2.**
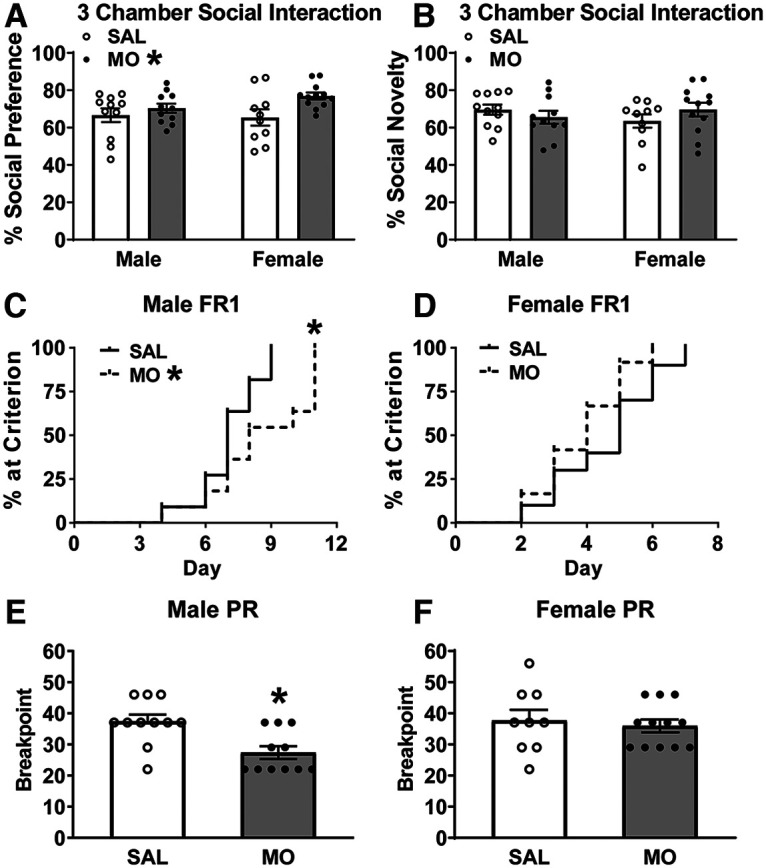
Social behavior and basic operant performance. ***A***, ***B***, Perinatal MO increased social preference (MO: *p < 0.05 main effect of MO vs SAL via two-way ANOVA; ***A***) but did not affect social novelty (***B***). ***C***, ***D***, Male MO offspring had delayed learning of FR1 (MO: *p < 0.05 vs SAL via Log rank survival analysis; ***C***), but not females (***D***). ***E***, ***F***, Male MO offspring had reduced break point in progressive ratio (PR; *p < 0.05 vs SAL via *t* test; ***E***), but not females (***F***). Refer to Extended Data Figure 2-1 for high-fat and sucrose preference test results.

10.1523/ENEURO.0238-22.2022.f2-1 Figure 2-1 High-fat and sucrose preference tests. ***A***, ***B***, There were no group differences in high-fat (***A***) or sucrose preference (***B***) tests. Download Figure 2-1, TIF file.

### Adult operant behavioral testing

In FR1, animals learn that each correct touch results in a single reward, which is the basic behavior required for subsequent operant tasks. All female mice acquired the FR1 criterion (≥70 trials in 30 min) in 7 d, while the males took 11 d. In FR1, male MO offspring learned FR1 significantly slower compared with male SAL offspring (χ^2^ = 4.2; *p* = 0.04^e^; Fig. 2*C*), while females did not differ in FR1 acquisition (Fig. 2*D*). In PR, where the number of touches required for a single reward steadily increases, male MO offspring had a decreased break point (*t*_(20)_ = 3.3; *p* = 0.0033^f^; Fig. 2*E*), while break point did not differ in the females (Fig. 2*F*).

In the 5CSRTT, mice begin by learning the task with a 16 s stimulus, where they encounter a finite stimulus presentation for the first time. All mice took a minimum of 3–5 d of training on the 16 s stimulus before any mouse reached criterion (3 d for females, 5 d for males). Across the first 5 d of the 16 s stimulus training in males, there were main effects of drug on accuracy, omissions, and premature responses (*F*_(1,20)_ = 5.1; *p* = 0.035^g^; *F*_(1,20)_ = 15.9; *p* = 0.0007^h^; *F*_(1,20)_ = 11.7; *p* = 0.0027^i^). Male MO offspring had decreased accuracy, an increased percentage of omissions, and a decreased number of premature responses without a change in the total number of trials achieved (Fig. 3*A–D*). In females, analysis across the first 3 d of the 16 s stimulus training revealed no change in accuracy or omissions (Fig. 3*E*,*F*) but significant main effects of drug on premature responses (*F*_(1,20)_ = 6.8; *p* = 0.017^j^) and total number of trials (*F*_(1,20)_ = 8.4; *p* = 0.009^k^; Fig. 3*G*,*H*), such that female MO offspring made more premature responses and also achieved a greater number of total trials.

**Figure 3.**
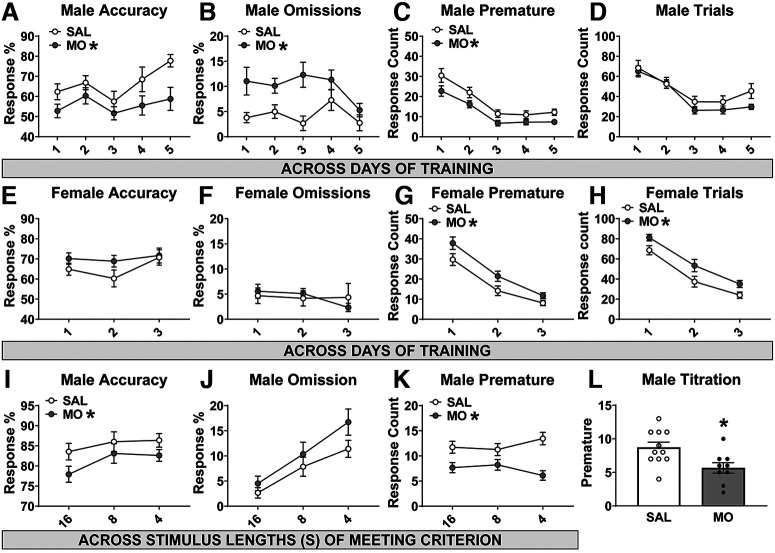
5CSRTT. ***A–D***, Male MO offspring had reduced accuracy (***A***), increased percentage of omissions (***B***), reduced number of premature responses (***C***), and no change in the total number of trials (***D***) in the initial training phase with a 16 s stimulus before reaching criterion (MO: *p < 0.05 main effect of MO vs SAL via two-way repeated-measures ANOVA). ***E–H***, Female MO offspring had no change in accuracy (***E***) or omissions (***F***), but had an increase in premature responses (***G***) and total number of trials (***H***) during 16 s stimulus training (MO: *p < 0.05 main effect of MO vs SAL via two-way repeated-measures ANOVA). ***I–K***, Upon successfully passing criterion at the 16, 8, and 4 s stimulus lengths, male MO offspring had reduced accuracy (***I***), no change in omissions (***J***), and reduced premature responses (***K***; MO: *p < 0.05 main effect of MO vs SAL via two-way repeated-measures ANOVA). ***L***, In the final titrated version of the 5CSRTT, male MO offspring had reduced premature responses (*p < 0.05 vs SAL, via *t* test).

We then analyzed the first day that each mouse achieved criterion (e.g., had demonstrated mastery of the task) for each of the stimulus lengths. This analysis revealed the main effects of drug in the males on accuracy (*F*_(1,18)_ = 4.7; *p* = 0.043^l^) and premature responses (*F*_(1,18)_ = 20.9; *p* = 0.0002^m^) . Male MO offspring were less accurate, had a comparable percentage of omissions, but again had decreased premature responses (Fig. 3*I–K*). There were no differences in the females and no differences in trials achieved in either sex. On the final day of testing with a titrated stimulus, male MO offspring made fewer premature responses (*t*_(18)_ = 2.7; *p* = 0.013^n^; Fig. 3*L*). However, there were no differences in either sex for any other error type, total trials, and minimum or median stimulus achieved in titration.

### Behavioral correlations

Behavioral testing revealed that male MO offspring had increased social preference, decreased learning in FR1, decreased motivation in PR, reduced 5CSRTT accuracy, and increased omissions with reduced premature responses. Female MO offspring were less affected, only displaying increased social preference and premature responses. To determine whether any of these behavioral responses were related, correlation analyses were conducted across behavioral outcomes (Fig. 4*A*,*B*). In both males and females, we found a positive correlation between premature responses and correct responses during the training phase of the 16 s 5CSRTT stimulus (males: *r* = 0.73, *p* = 0.0002; females: *r* = 0.64, *p* = 0.0012; Fig. 4*A–D*). In males, this positive correlation was present in both the SAL group (*r* = 0.67, *p* = 0.024^o^) and the MO group (*r* = 0.79, *p* = 0.011^p^; Fig. 4*C*). In females, this correlation between premature and correct responses was only observed in SAL offspring, but did not reach significance in MO offspring that had increased premature responses (female MO: *r* = 0.42, *p* > 0.05^q^; female SAL: *r* = 0.68, *p* = 0.03^r^; Fig. 4*D*). Despite premature responses typically indicating increased impulsivity, this suggests that a tonic level of premature responding may be a learning strategy that is lacking in male MO offspring. Female MO offspring, however, displayed increased premature responding that did not correlate with an increase in correct responses.

**Figure 4.**
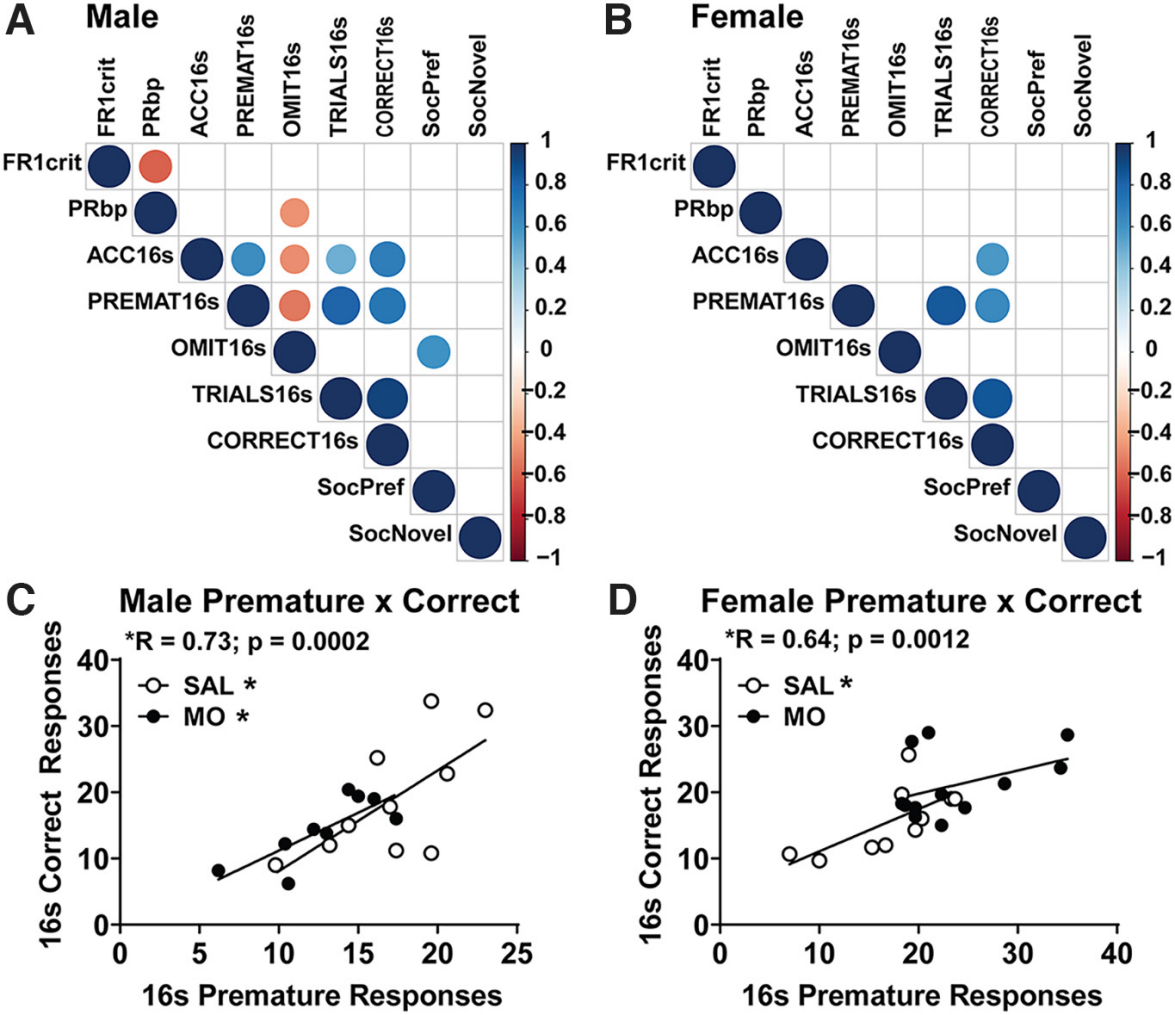
Behavioral correlations. ***A***, ***B***, Male (***A***) and female (***B***) correlation plots with circles denoting significant *p*-values (larger circle size showing smaller *p*-value) and the color of the circle showing the Pearson *r* value. ***C***, ***D***, Male (***C***) and female (***D***) linear regression plots depicting the correlation between premature and correct responses, further divided by MO versus SAL (*p < 0.05 via Pearson correlation). FR1 crit, Days to reach FR1 criterion; PRbp, break point in progressive ratio; ACC16s, average percentage accuracy (ACC) across initial 5CSRTT training with 16 s stimulus (16 s); PREMAT16s, average premature responses (16 s); OMIT16s, average percentage omissions (16 s); TRIALS16s, average trials (16s); CORRECT16s, average number of correct trials (16 s); SocPref, percentage preference for mouse versus empty cup in three-chamber social interaction test; SocNovel, percentage preference for novel versus familiar mouse in three-chamber social interaction test.

### P21 gene expression

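RNA from the same P21 mPFC samples was also sequenced (6 male SAL, 6 male MO, 6 female SAL and 6 female MO libraries), and the 28 qPCR target genes were examined in these RNA-seq values. Itgam, which encodes the CD11b subunit of complement receptor 3 on microglia, had a log2 fold change of 0.02 in MO against SAL over both sexes (standard error 0.13, 95% interval -0.25 to 0.29, permutation test within sex, p = 0.873). For Myd88, the adaptor of toll-like receptors, the log2 fold change was 0.12 (95% interval -0.03 to 0.26, permutation p = 0.0561), and for Dlg4, which encodes the postsynaptic protein PSD-95, it was 0.03 (95% interval -0.08 to 0.14). Pnoc had a log2 fold change of -0.03, and the DNA methyltransferase gene Dnmt3a one of 0.06 (95% interval -0.08 to 0.19). The lowest p of the 28 was that of Ly96, the MD-2 coreceptor of TLR4, at a log2 fold change of 0.47 (permutation p = 0.0490, 0.611 after Benjamini-Hochberg adjustment over the list alone). None of the 28 genes passed an adjusted p of 0.05 in limma, either over all 17303 genes tested or adjusted over the list alone, where the smallest was 0.745. Scaling each library to the geometric mean of Gapdh and Ppia, the reference pair of the mPFC qPCR, also left 0 of the 28 genes past this threshold. Male and female libraries were normalized separately by the authors, so only differences between MO and SAL within each sex entered these values. The intervals cover the spread between animals in sequencing and not that of the qPCR assay. The paper tested each qPCR target by its own ANOVA, with no adjustment over targets stated, so an adjusted p is a stricter criterion. Sizes were not compared with those of the qPCR. The intervals of Itgam and Myd88 hold both 0 and rises, so they do not decide between no change and an increase.

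**Figure D1:**
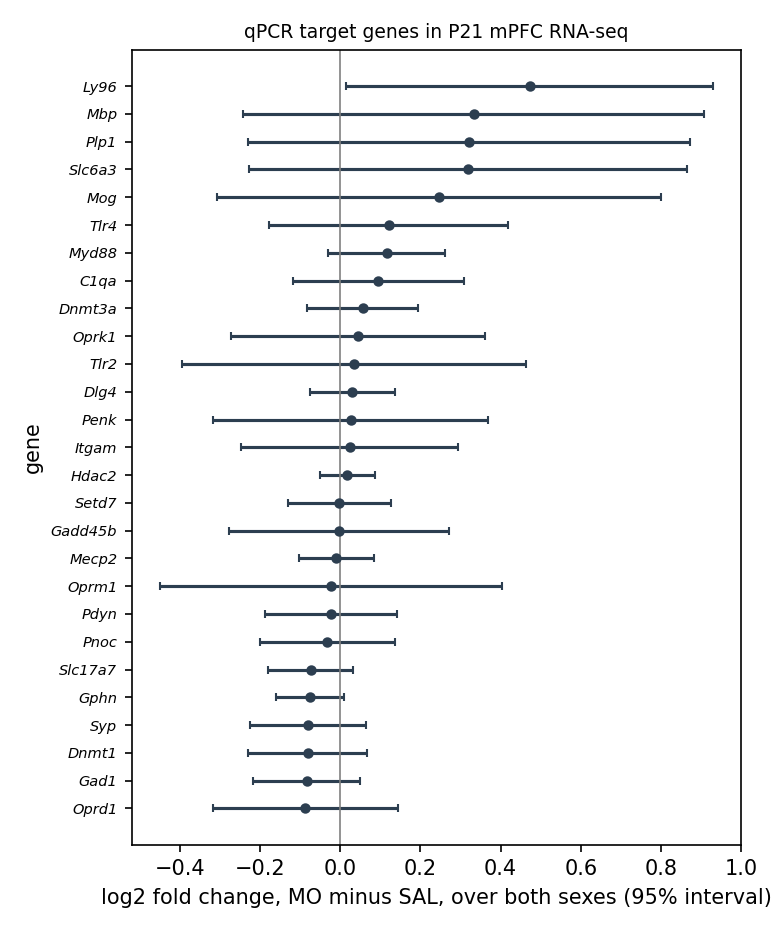
Log2 fold change of MO against SAL over both sexes (x axis) for the qPCR target genes shown (y axis) in the RNA-seq libraries. Points are limma estimates from 24 libraries and bars are 95% intervals on the log2(normalized count + 1) scale. The interval of Ly96 alone lies above 0 before adjustment, from 0.01 to 0.93.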

Analysis of differential gene expression in the mPFC via qPCR identified significant main effects of drug for six genes, with MO-exposed offspring having increased expression of integrin alpha M (ITGAM; *F*_(1,20)_ = 11.3; *p* = 0.0031^s^), MYD88 (*F*_(1,20)_ = 4.6; *p* = 0.044^t^), DLG4 (*F*_(1,20)_ = 5.02; *p* = 0.037^u^), catechol-O-methyltransferase (COMT; *F*_(1,20)_ = 8.16; *p* = 0.0098^v^), PNOC (*F*_(1,20)_ = 8.2; *p* = 0.0095^w^), and DNMT3A (*F*_(1,20)_ = 7.3; *p* = 0.014^x^; Fig. 5*A–F*). In the AMG, there was one significant main effect of drug: SLC17A7 expression was decreased in MO offspring (*F*_(1,19)_ = 4.6; *p* = 0.045^y^; Fig. 5*G*). In the VTA, TLR4 displayed a significant drug × sex interaction (*F*_(1,18)_ = 9.5; *p* = 0.0065^z^), with male MO offspring having reduced TLR4 expression and no difference in female offspring (Fig. 5*H*). There were no other effects of drug or other drug × sex interactions.

**Figure 5.**
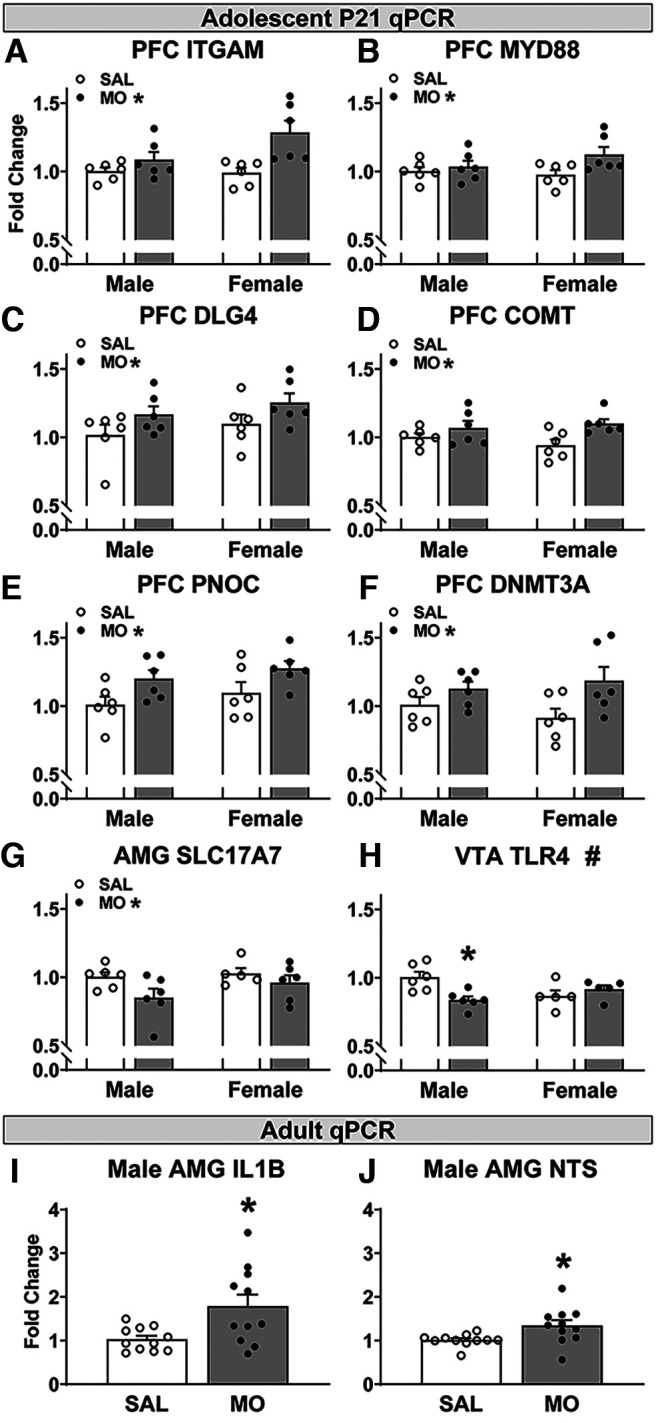
Postnatal day 21 and adult offspring gene expression (qPCR). ***A–F***, In the mPFC at P21, MO offspring had increased expression of ITGAM (CR3/CD11b; ***A***), MYD88 (***B***), DLG4 (PSD-95; ***C***), COMT (***D***), PNOC (***E***), and DNMT3A (***F***) (***A***-***F***, MO: *p < 0.05 drug main effect, two-way ANOVA). ***G***, In the AMG, MO offspring had reduced SLC17A7 (VGluT1) expression (MO: *p < 0.05 drug main effect, two-way ANOVA). ***H***, In the VTA, male MO had reduced TLR4 expression compares to male SAL (#*p* < 0.05 drug × sex interaction, *p < 0.05 vs male SAL, two-way ANOVA). ***I***, ***J***, In the adult AMG, male MO offspring had increased expression of IL-1β (***I***) and NTS (***J***). *p < 0.05 versus male SAL, *t* test. Refer to Extended Data Figure 5-1 for effects of sex at P21.

10.1523/ENEURO.0238-22.2022.f5-1 Figure 5-1 P21 fold change values by group (mean ± SEM) for observed sex differences in gene expression. Download Figure 5-1, DOCX file.

There were significant sex effects in the AMG with females having increased expression of DLG4, DNMT1, ITGAM, MBP, and SETD7. Females also had decreased AMG OPRK1 expression compared with males. In the NAc, females had increased expression of MYD88 and TLR2 (Extended Data Fig. 5-1).

### Adult gene expression

In the AMG of adult offspring that had completed operant testing, male MO offspring had increased expression of IL-1β (*U*_(1,20)_ = 28; *p* = 0.033^aa^) and neurotensin (NTS; *U*_(1,20)_ = 21; *p* = 0.0083^ab^) compared with male SAL offspring (Fig. 5*I*,*J*). There were no significant effects of drug on gene expression in the adult female AMG or adult mPFC in either sex.

### Adult immunohistochemistry

Images were captured in the m-mPFC, c-mPFC, MeA (Fig. 6*A–C*), and BLA. In the m-mPFC, analysis of 20× image magnification showed significant increases in both Iba1 and CD68 integrated density normalized to the cell count in female MO versus SAL offspring (*t*_(6)_ = 2.45; *p* = 0.0496^ac^; *t*_(6)_ = 3.2; *p* = 0.019^ad^; Fig. 6*D*,*E*), with no difference in male animals (Extended Data Fig. 6-1). At 40× in the m-mPFC, female MO offspring had significantly increased Iba1 integrated density within the Iba1 cell soma (*t*_(3)_ = 3.65; *p* = 0.036^ae^; Fig. 6*G*, Extended Data Fig. 6-2*A*,*B*). Male MO offspring, however, had reduced Iba1 integrated density within the Iba1 cell soma in the m-mPFC (*t*_(8)_ = 2.99; *p* = 0.017^af^; Fig. 6*H*, Extended Data Fig. 6-2*C*,*D*) and reduced CD68 integrated density within the Iba1 cell soma in the c-mPFC (*t*_(7)_ = 4.3; *p* = 0.0036^ag^; Fig. 6*I*, Extended Data Fig. 6-2*E*,*F*). This was observed at 40×, and no male differences were observed in the mPFC in the 20× images.

**Figure 6.**
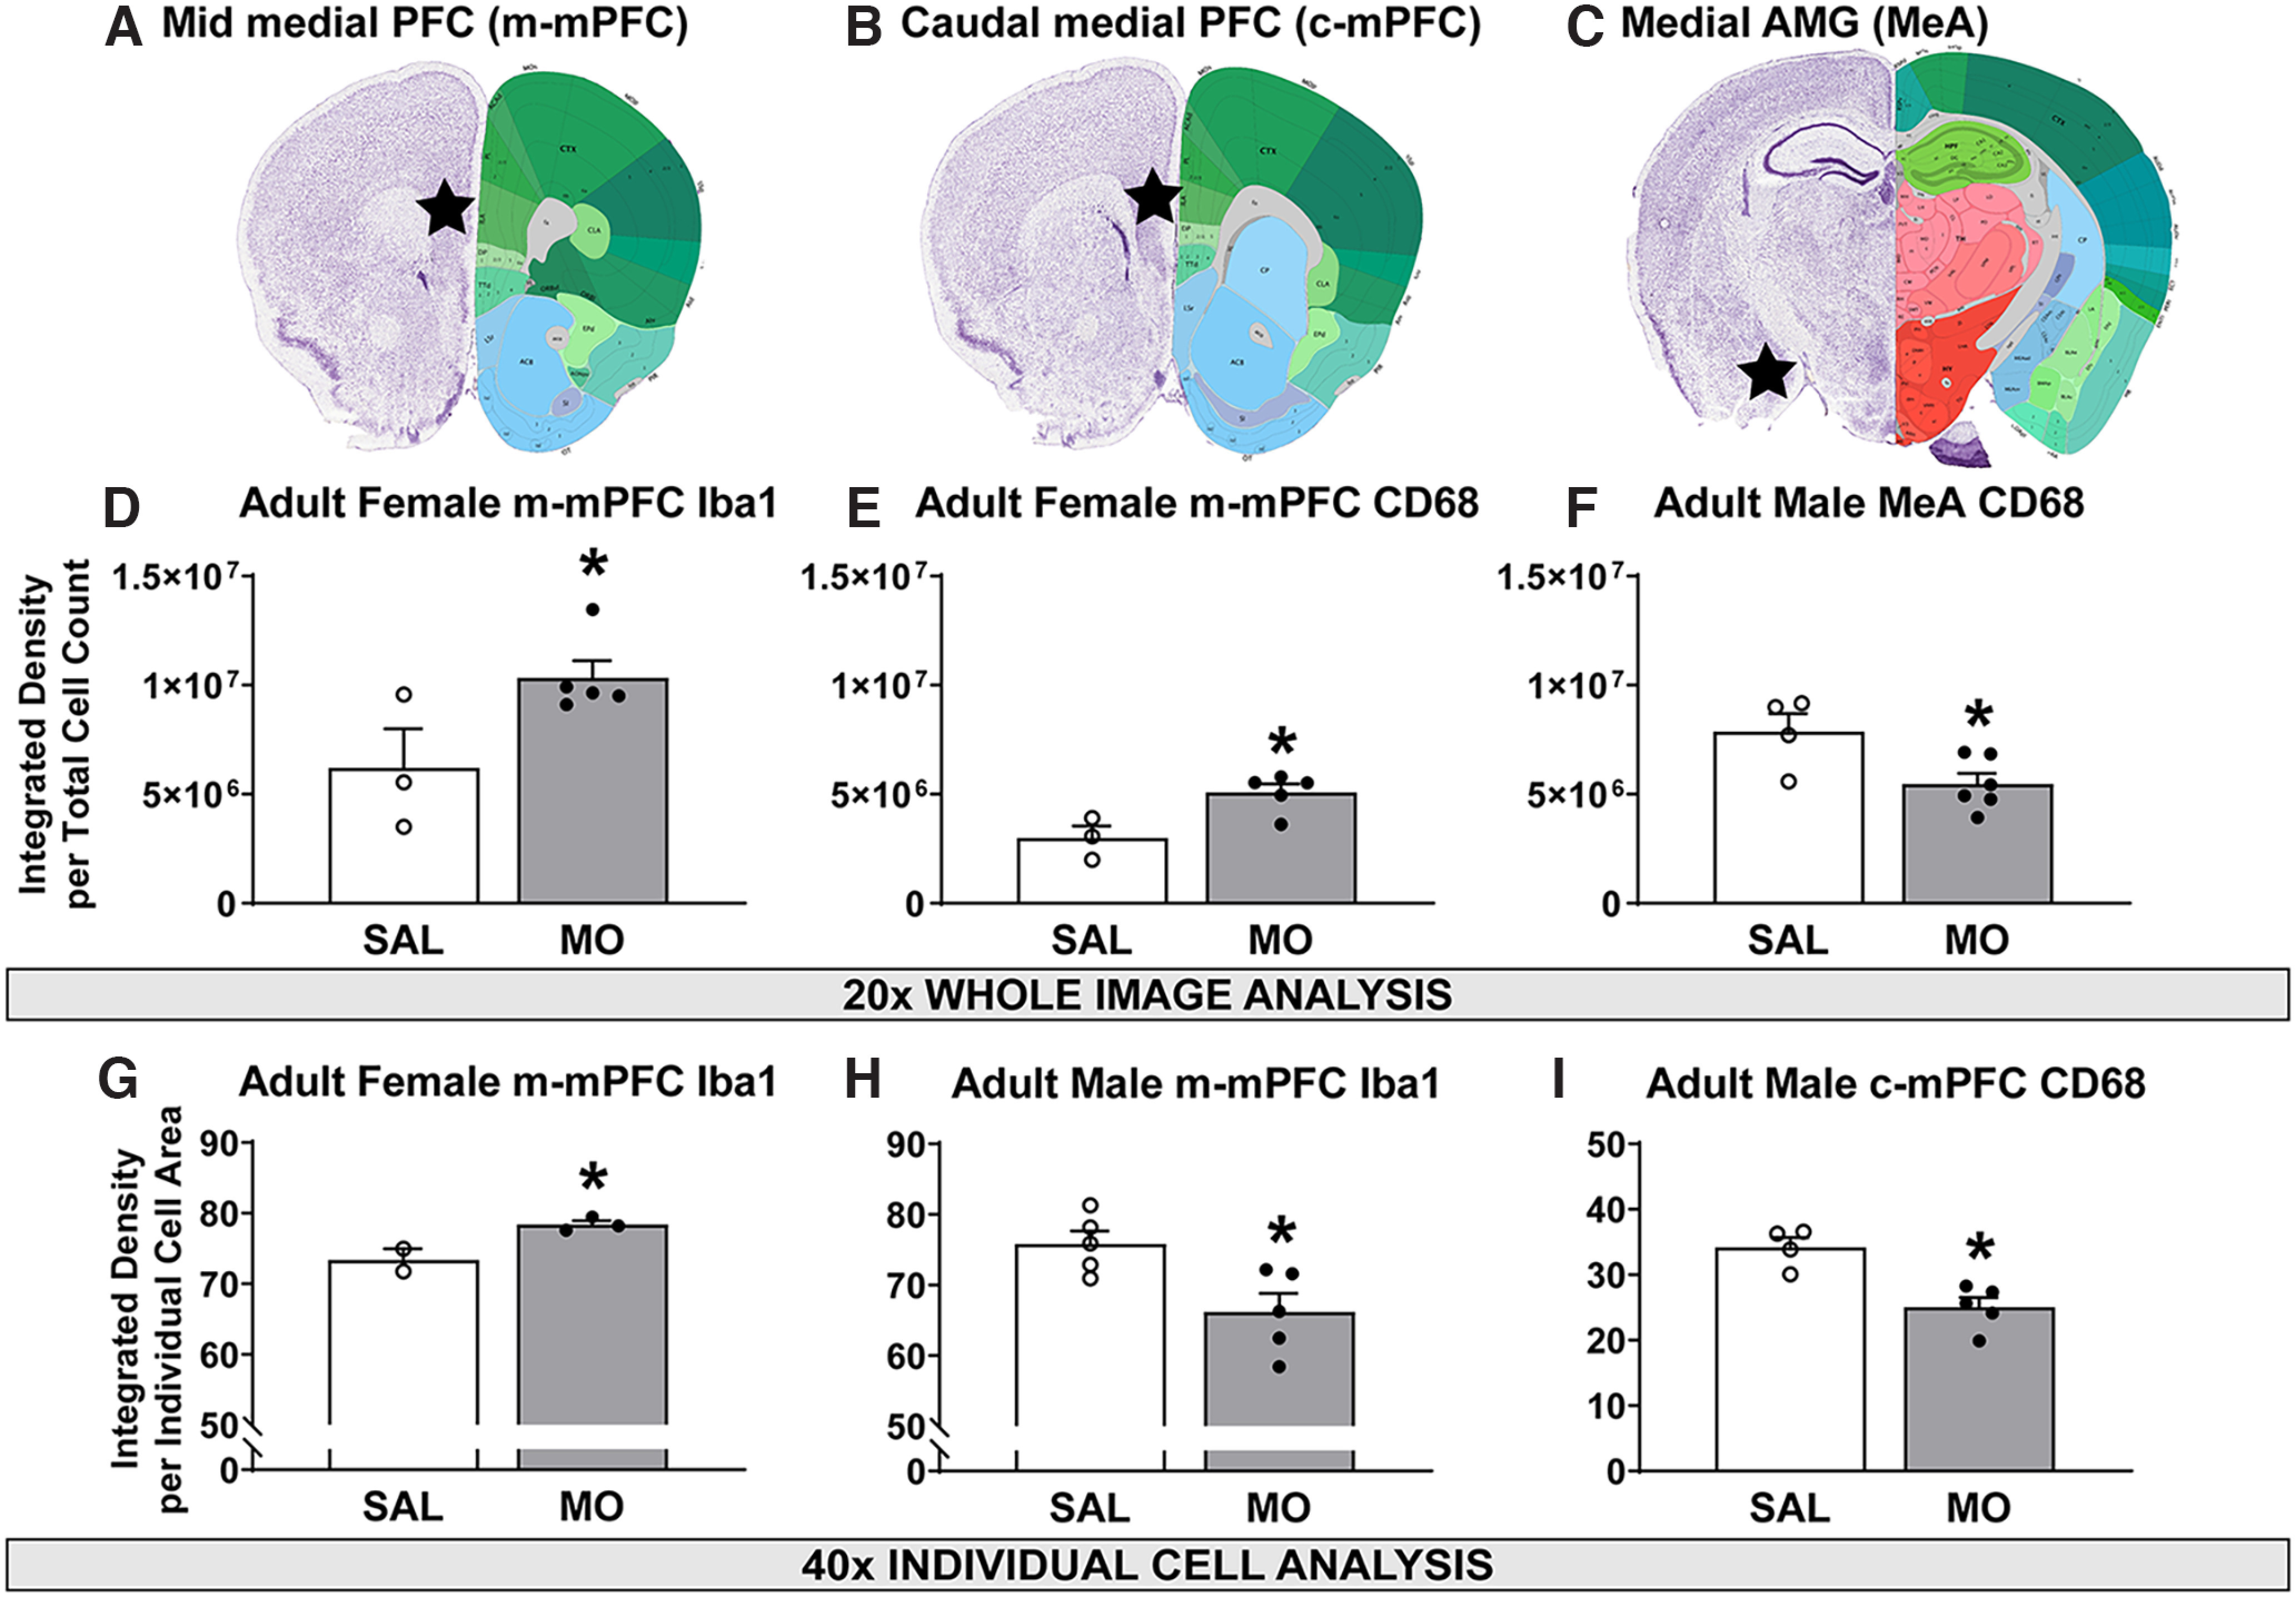
Adult Iba1 and CD68 immunohistochemistry. ***A–C***, Anatomical description of the m-mPFC (***A***), c-mPFC (***B***), and MeA (***C***). ***D***, ***E***, In 20× m-mPFC images, female MO offspring had increased Iba1 (***D***) and CD68 (***E***) integrated density normalized to cell count. ***F***, In 20× MeA images, male MO offspring had reduced CD68 integrated density normalized to cell count. ***G***, In 40× m-mPFC images, female MO offspring had increased Iba1 integrated density within the cell body. ***H***, ***I***, In 40× PFC images, male MO offspring had reduced Iba1 (***H***) and reduced CD68 integrated densities (***I***) within the cell body in the m-mPFC and c-mPFC, respectively. *p < 0.05 versus SAL, *t* test. Extended Data Figure 6-1 shows male m-mPFC values, and Extended Data Figure 6-2 shows representative immunohistochemical images.

10.1523/ENEURO.0238-22.2022.f6-1 Figure 6-1 Male m-mPFC values for Iba1 and CD68 reported as the mean ± SEM. Download Figure 6-1, DOCX file.

10.1523/ENEURO.0238-22.2022.f6-2 Figure 6-2 Representative images for CD68/Iba1 immunohistochemistry. ***A–D***, Representative m-mPFC Iba1/CD68 40× images of female SAL (***A***) and female MO (***B***) depict increased Iba1 in female MO offspring; male SAL (***C***) and male MO (***D***) depict reduced Iba1 in male MO offspring. Representative c-mPFC CD68 40× images of male SAL (L) and male MO (O) depict reduced CD68 in male MO offspring. Download Figure 6-2, TIF file.

In the MeA, 20× analysis revealed that male MO offspring had significantly reduced CD68 integrated density normalized to the cell count (*t*_(8)_ = 2.7; *p* = 0.028^ah^; Fig. 6*C*,*F*). This effect was not present in the BLA or in the females, and no effects were observed looking at individual cells at 40×.

### P21 mPFC RNA-seq

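RNA-seq libraries from the mPFC of 24 mice at P21 were compared, with 6 male SAL, 6 male MO, 6 female SAL and 6 female MO offspring. The mice were F1 offspring of C57BL/6J dams and DBA/2J sires, and MO dams had received 10 mg/kg morphine. Polyadenylated RNA was sequenced as single 85 bp reads, aligned by the authors to the mouse genome mm10 with STAR and quantified with Salmon. The deposited values are the authors' normalized counts for 24972 genes, in one table for males and another for females, and not raw counts. In units of 1e6, their sum per library had a median of 15.7 (range 15.5 to 16.0) in male MO and 15.8 (15.7 to 15.8) in male SAL. It was 15.3 (14.7 to 15.4) in female MO and 15.3 (15.1 to 15.5) in female SAL. Normalized sums do not show the number of reads behind each library. Labels for sex matched the sex-linked genes, with Ddx3y at 850 normalized counts or more in every male library and at 1.11 or less in every female library. Each gene was tested on log2(normalized count + 1) with limma, MO against SAL within each sex, over genes whose values summed to at least 10 in the 12 libraries of that sex. A log2 fold change on this scale understates the change of low genes. Every permutation p below comes from a 2-sided exact test on the same scale, over the 924 relabellings of 6 libraries against 6 or, where 1 library was left out, the 462 of 5 against 6. Groups of genes were listed before the data were examined (37 lists, such as markers of microglia, neutrophils or neurons). They were tested with camera, which compares a list with all other genes at a preset correlation of 0.01 between its members. The test was repeated with the correlation estimated from the data. The column names of 11 libraries carry the suffix combined, read here as merged runs though what was combined is not stated, 4 of female MO, 4 of female SAL, 2 of male MO and 1 of male SAL. With a term for this suffix, 0 genes passed an adjusted p of 0.05 in each sex. The count was also 0 without the term, so it does not show whether the suffix matters.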

RNA-seq on P21 samples from the mPFC was conducted as a hypothesis-generating experiment, creating gene lists in both male and female offspring of differential gene expression (MO vs SAL: unadjusted *p* < 0.05 and log2FoldChange > 1.2 or less than −1.2). In male offspring, this produced 18 genes that were upregulated and 15 genes that were downregulated in MO compared with SAL (Fig. 7*A*). 

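In males, 8 genes were higher and 14 were lower in MO than in SAL at these thresholds, with fold changes taken as differences of mean log2(normalized count + 1). Among the higher genes were those of the neuropeptides oxytocin and vasopressin (Oxt, Avp), Dnmt3l, a partner of the de novo DNA methyltransferases, and Mael, a gene of the piRNA pathway, at 8.86 ± 4.69 normalized counts (SD, n = 6) in MO and 3.87 ± 3.86 (SD, n = 6) in SAL (log2 fold change 1.23, exact permutation test, p = 0.0411). The 6 of these genes with a mean of at least 1 CPM of normalized counts share sequence with other genes. Gm20878 had 66.6 ± 8.79 normalized counts (SD, n = 6) in MO and 31.3 ± 34.9 (SD, n = 6) in SAL, with 3 SAL libraries listed at 0 (exact permutation p = 0.0433). Ccl27b, a chemokine gene, was listed at 0 in all 6 SAL and in 3 MO libraries and averaged 35.7 in MO (exact p = 0.182). Gm14308 was listed at 0 in all 6 MO libraries and averaged 46.3 in SAL (exact p = 0.182). The beta-globin gene Hbb-bs was lower in MO (exact permutation p = 0.0606, 4.04 against 40.7 normalized counts), while Hbb-b1, another beta-globin gene, was higher (7911 ± 2222 against 5475 ± 2234, SD, n = 6 each, exact permutation p = 0.0844). Of the 85-base stretches of these genes' annotated transcripts, 97.9% of those of Ccl27b, 97.1% of those of Gm14308, 50.8% of those of Hbb-bs and 38.4% of those of Gm20878 also occur in other genes, so their values are uncertain. The genes at these thresholds were low, 16 of 22 under 1 CPM of normalized counts and 21 of 22 listed at 0 in at least 1 library. After Benjamini-Hochberg adjustment in limma, 0 of 16662 genes passed 0.05 (smallest adjusted p = 1.00), and 475 (2.85%) had an unadjusted p under 0.05. When each library was left out in turn, 16 to 19 of the 22 genes passed the same thresholds, 9 to 14 genes being higher (13 or 14 without PFC9, PFC10, PFC11, PFC12, PFC14, PFC17, PFC18 or PFC20) and 10 to 18 lower. With a pseudocount of 0.5 or of 5 in place of 1, 27 genes were higher and 24 lower, or 2 higher and 5 lower.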

In female offspring, this produced 31 genes that were upregulated and 11 genes were downregulated in MO compared with SAL (Fig. 7*B*). 

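In females, 14 genes were higher and 7 were lower in MO than in SAL. The higher genes included Ltf, S100a8 and S100a9, which are abundant in neutrophils, S100a7a, and Fgl1, a fibrinogen-like gene of the liver. Xlr3b, one of a family of X-linked lymphocyte-regulated genes, had 26.7 ± 19.7 normalized counts (SD, n = 6) in MO and 8.33 ± 8.96 (SD, n = 6) in SAL (log2 fold change 2.02, exact permutation test, p = 0.0628), and 41.2% of its 85-base stretches also occur in other genes. Ccl27b was among the lower genes here (35.3 ± 54.6 against 71.1 ± 35.8 normalized counts, SD, n = 6 each, exact permutation p = 0.242), and it stood among the higher genes in males. Of the 21 genes, 19 were under 1 CPM of normalized counts and 19 were listed at 0 in at least 1 library. Below the fold threshold, Gli3, a transcription factor gene expressed in astrocytes, was higher in all 6 MO libraries than the SAL mean (133 ± 19.5 normalized counts (SD, n = 6) in MO and 99.0 ± 8.88 (SD, n = 6) in SAL, log2 fold change 0.41, exact permutation test, p = 0.00433). In limma, 0 of 16717 genes passed an adjusted p of 0.05 (smallest 0.918), and 490 (2.93%) had an unadjusted p under 0.05. When each library was left out in turn, 12 to 18 of the 21 genes passed the same thresholds, with 12 without MO replicate PFC1 or PFC5. The number of higher genes lay between 15 and 29 (29 without MO replicate PFC21, 22 to 26 without PFC2, PFC7, PFC8 or PFC22), and that of lower genes between 3 and 13 (3 without SAL replicate PFC4, 11 without PFC2 or PFC3, 13 without PFC1). With a pseudocount of 0.5, 47 genes were higher and 31 lower, with a pseudocount of 5, 3 and 0, and with the ratio of group means as the fold, 44 and 31.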

In the males, gene set enrichment analysis indicated that upregulated genes had significant representation of pathways involving vasopressin (AVP)-like receptors/synthesis and opioid/prodynorphin, along with ontologies involved in histone methylation, DNA methylation, and DNA alkylation (*p*_adjusted_ < 0.05). This was mediated by upregulation of oxytocin (OXT), AVP, DNMT3B, DNMT3L, and MYB in male MO offspring (highlighted in Fig. 7*A*). 

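The groups of genes named by these pathways were examined as lists in the male libraries. Of 9 measured genes of oxytocin and vasopressin signaling, Oxt and Avp were higher in MO at an unadjusted p under 0.05 and the other 7, the receptor genes Oxtr and Avpr1a among them, did not pass it (mean log2 fold change 0.33, median -0.04, camera adjusted p = 0.814, exact permutation p of the mean score = 0.0260). The study chose Oxt and Avp on these samples, so they are not independent evidence of the list's direction. Over the other 7 genes the mean difference was -0.02 (exact permutation p = 0.838). None of the 8 opioid peptide and receptor genes differed at an unadjusted p under 0.05 (mean log2 fold change -0.03, camera adjusted p = 0.863). Pdyn, which encodes prodynorphin, had 623 ± 104 normalized counts (SD, n = 6) in MO and 615 ± 27.3 (SD, n = 6) in SAL. Oprk1, the gene of the kappa receptor on which its peptides act, had 94.1 ± 11.1 normalized counts (SD, n = 6) in MO and 107 ± 25.0 (SD, n = 6) in SAL (exact permutation test, p = 0.323). Among 24 genes of DNA methylation, Dnmt3b, Dnmt3l, Mael and Myb were higher and Tdg, a thymine DNA glycosylase that takes part in demethylation, was lower at an unadjusted p under 0.05, and the other 19 did not pass it (mean log2 fold change 0.13, median -0.02, camera adjusted p = 0.824, exact permutation p of the mean score = 0.0303). Dnmt3b, Dnmt3l, Mael and Myb were likewise chosen by the study on these libraries, and over the other 20 genes the mean difference was -0.07 (exact permutation p = 0.139). The maintenance methyltransferase gene Dnmt1 and Dnmt3a, both far more abundant, had log2 fold changes of -0.01 (standard error 0.04) and 0.03 (standard error 0.08). No member of these 3 lists passed an adjusted p of 0.05 in limma, whether adjusted over all genes or adjusted over the list alone. With an estimated correlation the adjusted p was 0.931 for each of the 3 lists.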

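Oxt and Avp lie next to each other on chromosome 2 of GRCm38 (Oxt from 130574519 to 130577054, Avp from 130580620 to 130582588). Oxt had 3.98 ± 5.81 normalized counts (SD, n = 6) in MO and 0.518 ± 0.852 (SD, n = 6) in SAL, where 4 of 6 libraries were listed at 0 (log2 fold change 1.34, standard error 0.53, exact permutation test, p = 0.0281). MO replicate PFC17 was at 15.7 normalized counts, and without it the log2 fold change of Oxt was 0.89 (exact permutation p = 0.0411). Avp had 6.66 ± 6.56 normalized counts (SD, n = 6) in MO and 0.518 ± 0.945 (SD, n = 6) in SAL, and 2 MO and 4 SAL libraries were listed at 0 (log2 fold change 1.78, exact permutation p = 0.0736). Dnmt3b, a de novo DNA methyltransferase gene, had 6.64 ± 3.85 normalized counts (SD, n = 6) in MO and 2.89 ± 1.12 (SD, n = 6) in SAL, below the fold threshold on this scale (log2 fold change 0.82, exact permutation p = 0.0671), and 4 of 6 MO libraries lay above the SAL mean. Dnmt3l had 2.96 ± 1.16 normalized counts (SD, n = 6) in MO and 0.679 ± 0.596 (SD, n = 6) in SAL (log2 fold change 1.26, standard error 0.37, exact permutation p = 0.00433), with 6 of 6 MO libraries above the SAL mean. Myb, the gene of a transcription factor of blood cell precursors, had 2.41 ± 1.39 normalized counts (SD, n = 6) in MO and 0.512 ± 0.844 (SD, n = 6) in SAL (log2 fold change 1.17, also below the threshold, exact permutation p = 0.0368). With a term for libraries marked combined, Dnmt3l fell short of the threshold at a log2 fold change of 1.19, and with a pseudocount of 0.5 Myb passed it. At these levels the sampling of single reads limits the precision of each library's value.

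**Figure D2:**
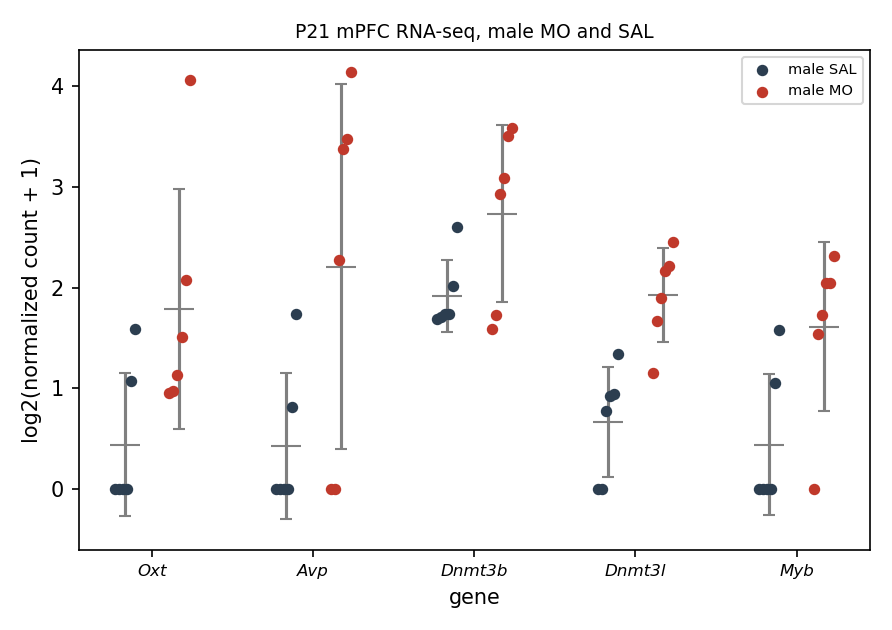
Values of Oxt, Avp, Dnmt3b, Dnmt3l and Myb (x axis) in each male library on the log2(normalized count + 1) scale (y axis), 6 SAL and 6 MO libraries per gene. Grey lines are means and bars SD, and the highest Oxt value is that of PFC17 at 15.7 normalized counts.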

Downregulated male genes did not produce any significantly enriched pathways with relevance to the CNS. 

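Genes of toll-like receptor signaling, IL-17 signaling, microglia, neutrophils and the cytoskeleton were examined as lists in the female libraries. Of 38 measured genes of toll-like receptor signaling, 28 had a log2 fold change above 0 and 1, the receptor gene Tlr6, was higher in MO at an unadjusted p under 0.05 (19.2 ± 2.39 normalized counts (SD, n = 6) in MO and 14.4 ± 2.69 (SD, n = 6) in SAL, exact permutation test, p = 0.0130). The mean log2 fold change of the list was 0.10 (camera adjusted p = 0.0279, with an estimated correlation 0.729, exact permutation p of its mean score = 0.418). Without MO replicate PFC1 that mean was 0.03. Of 18 genes of IL-17 signaling, S100a7a, S100a8, S100a9 and the receptor gene Il17rd were higher at an unadjusted p under 0.05 (1 of the 18 when adjusted over the list alone), with a mean log2 fold change of 0.32 for the list (camera adjusted p = 0.0360, with an estimated correlation 0.648, exact permutation p of the score = 0.0303). Without PFC1 the mean was 0.22 (exact permutation p = 0.0628). The study chose these S100 genes on the same libraries, so the list is not independent evidence, and over the other 15 genes the mean difference was 0.05 (exact permutation p = 0.578). Il17rd, far more abundant than the S100 genes, had 72.0 ± 9.21 normalized counts (SD, n = 6) in MO and 55.8 ± 10.5 (SD, n = 6) in SAL (log2 fold change 0.37, exact permutation p = 0.0281). All 15 measured neutrophil genes had a log2 fold change above 0, with Ltf, S100a8 and S100a9 at an unadjusted p under 0.05 (mean 0.90, camera adjusted p = 2.5e-06, with an estimated correlation 0.648). Without MO replicate PFC1 their mean was 0.47 (exact permutation p = 0.0714). The study chose Ltf, S100a8, S100a9 and Ngp on these libraries, and over the other 11 neutrophil genes the mean difference was 0.54 (exact permutation p = 0.167). The erythroid list moved with the neutrophil list, with 11 of 11 genes above 0 (mean 0.74, camera adjusted p = 2.5e-06, with an estimated correlation 0.648, exact permutation p of the score = 0.143). All 21 homeostatic microglia genes had a log2 fold change above 0, none at an unadjusted p under 0.05 (mean 0.12, camera adjusted p = 0.0275, with an estimated correlation 0.729, exact permutation p of the score = 0.574). PFC1 carried this difference, and without it the mean was -0.02 (exact permutation p = 0.920). Among 14 keratin and desmosome genes, Krt17 and Dsp were higher at an unadjusted p under 0.05 (mean 0.17, median -0.05, camera adjusted p = 0.454). In all, 12 of 37 lists were higher and 4 lower in camera at the preset correlation, and none passed with an estimated correlation (smallest adjusted p = 0.648) or in fry, a rotation test of each list alone (0.764).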

Upregulated genes in female MO offspring aligned significantly with pathways involving toll-like receptor signaling and IL-17 signaling, along with ontologies related to the cytoskeleton, extracellular matrix, endocytic vesicles, and secretory granules (*p*_adjusted_ < 0.05). This was driven by the upregulation of genes S100A7A, S100A8, S100A9, KRT17, DSP (desmoplakin), HPX (hemopexin), FGL1, FGB (fibrinogen beta chain), and LTF (lactoferrin) in female MO offspring (highlighted in Fig. 7*B*). 

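S100a7a, S100a8 and S100a9 lie close together on chromosome 3 of GRCm38 (S100a8 from 90669071 to 90670034). S100a7a had 2.69 ± 0.6248 normalized counts (SD, n = 6) in MO and 0.498 ± 0.850 (SD, n = 6) in SAL (log2 fold change 1.44, exact permutation test, p = 0.00433), and every MO library lay above the SAL mean. S100a8 had 22.3 ± 35.9 normalized counts (SD, n = 6) in MO and 2.91 ± 1.88 (SD, n = 6) in SAL (log2 fold change 1.76, exact permutation p = 0.0152). S100a9 had 25.3 ± 41.9 normalized counts (SD, n = 6) in MO and 3.18 ± 3.02 (SD, n = 6) in SAL (log2 fold change 1.88, exact permutation p = 0.0281). MO replicate PFC1 alone held 95.1 and 110 normalized counts of these genes. Ltf, which encodes the iron-binding protein lactoferrin of neutrophil granules, had 8.38 ± 10.1 normalized counts (SD, n = 6) in MO and 0.516 ± 0.566 (SD, n = 6) in SAL (log2 fold change 2.18, exact permutation p = 0.00216, the smallest that 6 libraries against 6 allow). Every MO library lay above every SAL library in Ltf, with PFC1 at 28.1 normalized counts. Without PFC1 the log2 fold changes of Ltf, S100a8 and S100a9 were 1.75, 1.15 and 1.25 (exact permutation p = 0.00216, 0.0346 and 0.0779). The liver genes Fgl1 and Fgb, a fibrinogen chain gene, had 2.81 and 2.98 normalized counts in MO against 0.347 and 0.826 in SAL (log2 fold changes 1.37 and 1.03, exact permutation p = 0.0216 and 0.0476). Hpx, the gene of the heme-binding protein hemopexin, had 5.15 ± 2.84 normalized counts (SD, n = 6) in MO and 2.20 ± 1.34 (SD, n = 6) in SAL, a log2 fold change of 0.98 (exact permutation p = 0.0173). The cytoskeletal genes Krt17 and Dsp had log2 fold changes of 0.85 and 1.02 (exact permutation p = 0.00433 and 0.0541). Fgb, Hpx, Krt17 and Dsp lay below the fold threshold on this scale, and Fgb and Dsp passed it with a pseudocount of 0.5.

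**Figure D3:**
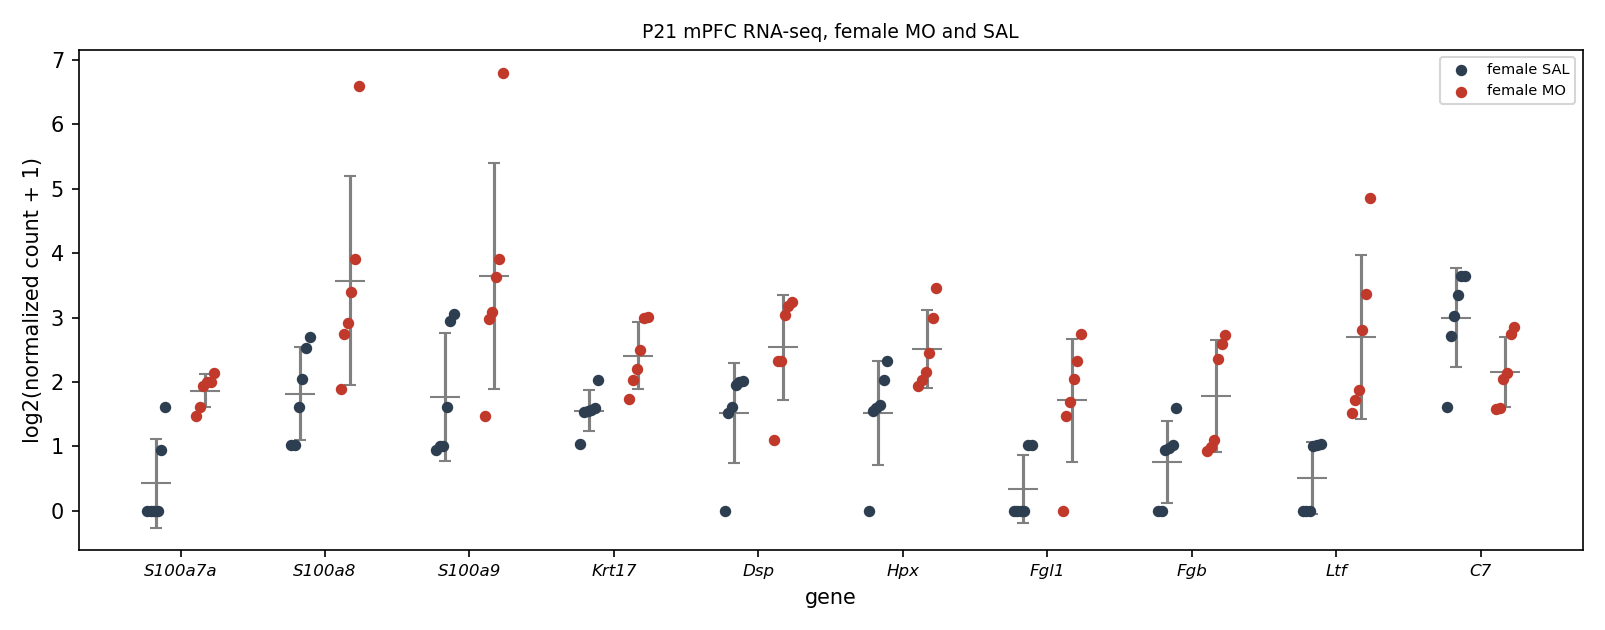
Values of 10 genes named by the paper (x axis) in each female library on the log2(normalized count + 1) scale (y axis), 6 SAL and 6 MO libraries per gene, with means and SD in grey. The highest S100a8 and S100a9 values are those of MO replicate PFC1.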

Downregulated female genes had significant enrichment of complement activation, mediated by downregulation of C7 (Fig. 7*B*).

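C7, a component of the membrane attack complex of complement, lies on chromosome 15 of GRCm38 from 4987750 to 5063773. It had 3.74 ± 1.82 normalized counts (SD, n = 6) in MO and 7.83 ± 3.69 (SD, n = 6) in SAL, below the SAL mean in 6 of 6 MO libraries (log2 fold change -0.84, standard error 0.37, exact permutation test, p = 0.0606). Hc, the gene of complement component C5, went the other way, with 2.50 ± 1.07 normalized counts (SD, n = 6) in MO and 0.674 ± 0.831 (SD, n = 6) in SAL (log2 fold change 1.15, exact permutation p = 0.0130). Of 30 measured complement genes, C7 was lower and Hc higher in MO at an unadjusted p under 0.05 and the other 28 did not pass it (mean log2 fold change 0.04, camera adjusted p = 0.454). The C7 difference did not reach the fold threshold of the gene lists on this scale.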

**Figure 7.**
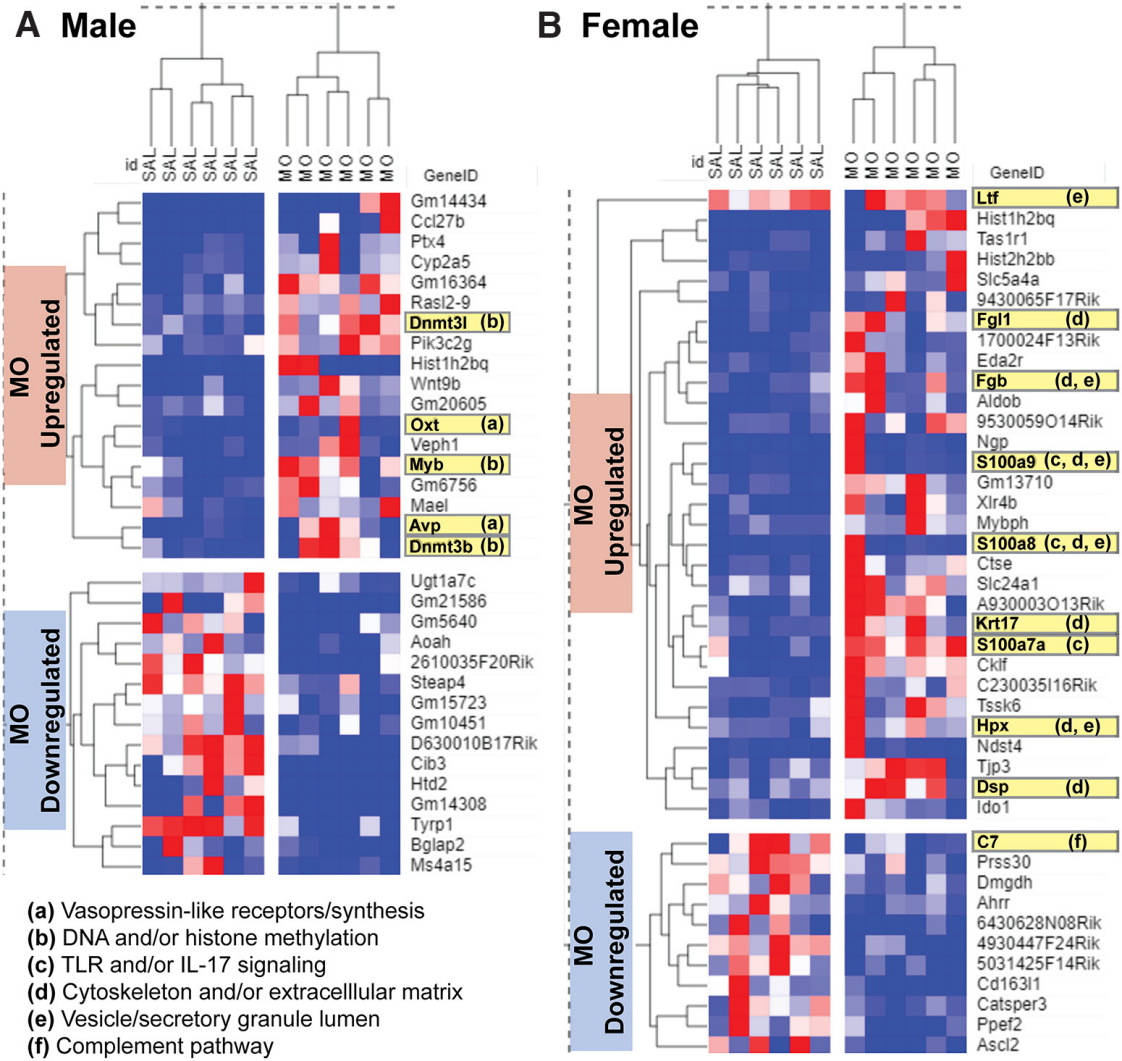
Postnatal day 21 mPFC exploratory RNA-seq. ***A***, ***B***, Male (***A***) and female (***B***) differentially expressed gene lists based on MO versus SAL comparison yielding unadjusted *p* < 0.05 and log2FoldChange >1.2 or less than −1.2. a–f, Genes highlighted in yellow depict contributions to significantly enriched pathways, annotated by functions. Hierarchical clustering gene × drug group dendrograms were computed with the Spearman rank-based similarity measure.

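The libraries of each sex were clustered on the genes at the unadjusted p and fold thresholds, with average linkage on 1 minus the Spearman correlation. In males, 11 of 12 libraries fell in the cluster of their own group, and MO replicate PFC10 fell with the SAL libraries. Complete linkage, or k-means on ranks, placed all 12 with their own group. In females, all 12 libraries fell with their own group. These genes had been chosen by the difference between MO and SAL in the same libraries. With genes chosen anew in other splits of the libraries into groups of 6, the median was 12 of 12 in each sex. Of 100 splits, the real one included, 85 in males and 63 in females reached the count of the real split. The clustering therefore does not set the real groups apart from other splits. On the 500 most variable genes, chosen without the drug labels, 7 of 12 male and 7 of 12 female libraries fell with their own group. Clusters were matched to groups in the way that gave the higher count. A count of 7 of 12 is therefore near the lowest possible.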

In both males and females, unsupervised gene × drug clustering with the Spearman rank similarity measure correctly clustered the MO versus SAL groups, using either hierarchical or k-means. 

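When genes instead of libraries were clustered, all 22 male genes and all 21 female genes joined the cluster of their own direction. The genes had been selected by that difference in the same libraries, so this separation is not independent evidence of it. How much of this separation of genes the selection fixed beforehand was not tested.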

Genes also correctly clustered in their respective upregulated versus downregulated groups. 

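With 1 minus the Pearson correlation on the same genes, 9 of 12 libraries fell with their own group in each sex. In males, MO replicate PFC10 joined most SAL libraries, and SAL replicates PFC12 and PFC14 joined most MO libraries. In females, MO replicates PFC3 and PFC21 and SAL replicate PFC22 were placed with the other group.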

The Pearson similarity measure did not accurately cluster male or female MO versus SAL groups, using either hierarchical or k-means approaches. In examining the heatmaps, this could be because of high animal–animal variability in gene expression within groups that is better suited for the nonparametric Spearman rank-based approach instead of the Pearson mean-based approach.

## Discussion

This study represents an important advancement in the field by demonstrating (1) construct validity for a mouse model of perinatal morphine exposure that results in executive function deficits in males and (2) evidence in support of alterations in neuron–microglial signaling that may underlie these behavioral deficits. We found that male MO offspring had delayed learning in FR1 and reduced motivation in PR, along with impaired accuracy and decreased attention in the 5CSRTT executive function task. At the end of maternal MO exposure on P21, we detected an increase in gene expression in the microglial pruning gene ITGAM (CR3/CD11b) and neuronal postsynaptic marker DLG4 [postsynaptic density-95 (PSD-95)] in the mPFC in both sexes. Simultaneously, there was a reduction in presynaptic glutamatergic marker SLC17A7 (VGluT1) in the AMG of MO offspring at the same age. In adulthood, female MO offspring had increased Iba1 and CD68 immunolabeling in the mPFC, while these markers were reduced in the mPFC and AMG of male MO offspring.

We treated dams with MO daily for 7 weeks to model long-term maternal opioid use and to include all stages of early neurodevelopment. As a result, female MO offspring had increased impulsive errors during the initial learning of the easiest version of the task with the longest stimulus length. However, this effect was absent once females had successfully learned the task. In contrast, male MO offspring showed increased omissions (indicating inattention), and decreased accuracy in the early stage of learning, with reduced accuracy persisting even after successfully learning the task at progressively shorter stimulus lengths. Further, male MO offspring had reduced premature/impulsive errors throughout. The reduction in impulsivity in male MO offspring is reminiscent of reduced impulsivity in a rat model of early life stress (Sanchez et al., 2021). While reductions in impulsivity are typically seen as beneficial, male MO offspring also had significantly increased inattentive/omission errors during the early stages of learning the longest stimulus duration in the 5CSRTT. Children exposed to opioids prenatally are more likely to exhibit attention deficit hyperactivity disorder symptoms and diagnoses (Haugland et al., 2018; Azuine et al., 2019). Impulsivity and inattention are categorized together as problems with self-regulation (Nigg, 2016) and are highly correlated in naturalistic settings, such as in caregiver reports for children with attention deficit hyperactivity disorder (Bezdjian et al., 2009). However, naturalistic settings allow these behavioral characteristics to manifest across a broad range of activities, with inattention emerging as poor allocation of cognitive processes and impulsivity emerging as poor control over motor or emotional responses (Nigg, 2016). Laboratory tests are limited to a singular activity, with the 5CSRTT measuring impulse control and attention via response variations of the same trial (either before or after the stimulus). Therefore, if male MO offspring are likely to omit responding altogether, it is unlikely they will make many anticipatory responses before stimulus presentation. Importantly, we found a strong positive correlation between impulsive errors and correct responses, demonstrating that some level of impulsive responding may actually facilitate performance in the 5CSRTT, a response pattern that is absent in male MO offspring. Future work should include different executive function tasks to further contextualize these findings, as impulsivity can manifest in a variety of ways (Robinson et al., 2009). Finally, the observed inattention and reduction in impulsivity in males contrasts with previous work reported in a rat model of prenatal MO exposure in which male MO offspring had increased impulsivity in the shortest stimulus duration of the 5CSRTT (Alaee et al., 2021). This previous study used MO exposure only during late gestation, suggesting that executive function outcomes vary based on the timing and/or duration of opioid exposure during pregnancy.

We assessed social behavior because PFC–AMG circuitry is important for social preference (Huang et al., 2020) and PFC–AMG functional connections are particularly vulnerable to the effects of prenatal opioid exposure (Radhakrishnan et al., 2021). We found that in adolescence, male and female MO offspring had increased social preference but no change in social recognition in the three-chambered social interaction test. This is consistent with a study showing that male offspring exposed to MO during middle and late gestation had increased social play and social approach behavior (Hol et al., 1996). Unlike executive function, opioid effects on social behavior may be less dependent on the timing of exposure during pregnancy and less variable based on sex. In conjunction with this increase in social preference in MO offspring, we saw an increase in PSD-95 expression in the mPFC and reduced VGluT1 expression in the AMG and at P21, emphasizing the vulnerability of the mPFC and AMG to the effects of opioids perinatally, particularly as it relates to excitatory neurotransmission signatures. Loss of PSD-95 reduces sociability in adolescence and increases PFC NMDA/AMPA receptor tone (Coley and Gao, 2019), so increases in PFC PSD-95 may contribute to the increased sociability we observed. Social encounters are also rewarding, so this may reflect increased reward-seeking behavior in MO offspring, which is supported by an increase in NTS expression in the AMG of adult MO offspring. Neurotensin in the central AMG has been shown to be reinforcing (Torruella-Suárez and McElligott, 2020). This is also consistent with reports of enhanced drug self-administration in MO offspring (Ramsey et al., 1993; Hol et al., 1996; Grecco and Atwood, 2020); however, this may depend on reward modality as we did not find an increase in reward-driven behavior measured by high-fat diet and sucrose preference tests.

We saw an increase in ITGAM (CR3) and MYD88 expression in the mPFC at P21 in MO offspring, which is consistent with the ability of MO to activate the TLR4 pathway (Hutchinson et al., 2010; Wang et al., 2012) and a report of late gestational methadone exposure inducing a signature of brain TLR4 activation in offspring at P10 (Jantzie et al., 2020). RNA-seq and gene enrichment analysis at P21 revealed several pathways that were significantly altered by perinatal MO exposure and were mutually exclusive based on sex. 

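The difference between the sexes was tested as an interaction between drug and sex over all 24 libraries, using the difference between MO and SAL within each sex. In limma, 0 of 17303 genes passed an adjusted p of 0.05 for the interaction, with 364 (2.10%) at an unadjusted p under 0.05, and 0 passed for the effect of drug over both sexes, with 816 (4.72%). Of the genes named in 1 sex, Oxt averaged 0.491 normalized counts in female MO and 0.671 in female SAL (exact permutation test, p = 0.697), and Avp 0.363 and 0.641. The interaction for Avp, female minus male, was -2.01 (standard error 0.82), and that for Ltf 1.89 (standard error 0.73). In male MO and SAL, S100a8 averaged 6.37 and 3.32 normalized counts (log2 fold change 1.08, exact permutation p = 0.188), the same direction as in females. None of the 15 genes passed an adjusted p of 0.05 for the interaction. As lists, toll-like receptor signaling, IL-17 signaling, the oxytocin and vasopressin system and DNA methylation had interaction adjusted p of 0.0851, 0.332, 0.0702 and 0.832 in camera, and 0.698 or more with an estimated correlation. No gene stood in the male and female lists in the same direction (6 and 14 higher, 14 and 6 lower among 16502 genes tested in both). With labels exchanged within each sex, other splits shared a median of 0 genes and at most 5. A count of 0 therefore says nothing on whether the sexes differ. Oxt and Avp fell below the filter on summed values in females, so they are not among the 16502 genes. In the paper's Fig. 7, Hist1h2bq, chosen after its values were seen, is among the higher genes of both sexes, and here its log2 fold change was 1.67 in males, where it did not pass the unadjusted p, and 2.40 in females. It was listed at 0 in 7 of 12 female libraries, and 95.6% of its 85-base stretches also occur in other genes. From the enrichment of the genes listed in each sex, the paper states that the pathways altered by MO exposure did not overlap between males and females.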

Female MO offspring had upregulated genes with significant enrichment in pathways related to immune signaling, while males had enrichment in pathways related to OXT/AVP and DNA methylation. Male MO offspring had a reduction in adulthood CD68 protein in the mPFC and medial AMG, indicating a possible lasting impairment in microglial phagocytosis. This idea is supported by emerging evidence that microglial phagocytosis was indeed impaired in the nucleus accumbens of male offspring exposed prenatally to oxycodone (Smith et al., 2022b), so we suggest this may also be the case in the male mPFC and AMG. In the nucleus accumbens, male oxycodone-exposed offspring had reduced dopamine D_1_ receptor microglial engulfment during both adolescence and adulthood. This is relevant to our work because D_1_ receptor pruning by microglia in males drives the developmental decrease in social play (Kopec et al., 2018), indicating that perinatal opioid exposure may impair microglial-mediated pruning and prevent a normal developmental reduction in social play that we captured via increased social preference. It was interesting that AMG reductions in CD68 protein in adult male MO offspring coincided with an increase in IL-1β gene expression, which may suggest that IL-1β dysregulation and changes in microglial phagocytosis co-occur in the AMG of male MO mice. We acknowledge the limitations of small sample sizes for some groups in the immunohistochemistry analysis and the exploratory nature of our RNA-seq analysis. Nonetheless, the gene expression data combined with histologic examination provide consistent evidence of the importance of alterations in neuron–microglia signaling. Future work will need to examine sex-specific developmental trajectories of microglial involvement in PFC and AMG pruning, along with how perinatal opioid exposure may disrupt these processes and the relationship to executive function and social behavior. This will likely include circuit-level dissection of prelimbic versus infralimbic mPFC and medial versus basolateral AMG contributions to the pattern of behavioral changes we observed. We acknowledge that a limitation of our current study is the lack of differentiation between the prelimbic and infralimbic mPFC, which should be addressed in subsequent studies. We also plan to prioritize P21 histologic assessment in future work, along with other early postnatal time points that are relevant to windows of synaptic pruning.

In addition to the PFC and AMG being affected by perinatal MO, we found a reduction in TLR4 expression in the male VTA at P21. TLR4 signaling in the VTA is important for morphine conditioned place preference (Chen et al., 2017), which is enhanced in offspring exposed to MO in late gestation (Gagin et al., 1997). Conditioned place preference is a behavioral assay that relates to reward-driven behavior and motivational state (McKendrick and Graziane, 2020), so the decreased TLR4 expression could possibly relate to reduced motivation observed in males. While more work is needed, it is possible that the reduction in adult male microglial markers of motility and phagocytosis may underlie the constellation of behavioral changes observed in males, while the increase in females could help prevent many (but not all) of these behavioral changes. Results from the RNA-seq analysis of P21 mPFC provide additional insight. Instead of TLR4 induction, male MO offspring had an upregulation of OXT and AVP. OXT and AVP signaling in the PFC are both important for motivated social behavior (Caldwell and Albers, 2016). During human development from infancy to childhood, peripheral OXT and attention to social cues decrease with age, while attention to nonsocial cues is enhanced (Nishizato et al., 2017). Although speculative and requiring further work, our data may suggest the possibility that male MO offspring could maintain higher OXT levels and enhanced social preference at the cost of nonsocial attention assessed in the 5CSRTT.

Finally, we detected increased COMT and PNOC expression in the P21 mPFC of MO exposed offspring, which is consistent with clinical literature that has identified single nucleotide polymorphisms in COMT and PNOC as driving individual differences in NOWS outcomes (Wachman et al., 2013, 2015, 2017). The PNOC gene encodes prepronociceptin and is involved in both opioid signaling and processing motivationally relevant stimuli (Rodriguez-Romaguera et al., 2020). The COMT gene encodes catechol-O-methyltransferase, an enzyme that degrades catecholamines and specifically degrades at least 50% of the dopamine in the PFC (Käenmäki et al., 2010), making it important for executive function (Shen et al., 2014). Genotypic variations that increase COMT activity were associated with longer NOWS recovery time in infants and poorer executive function performance in adults (Shen et al., 2014; Wachman et al., 2017). Increases in mPFC COMT expression could relate to executive function deficits observed in the 5CSRTT. This may be important for clinically individualized approaches because a genotypic COMT variation could identify an increased risk of executive function deficits after prenatal opioid exposure. We also saw increased gene expression of DNMT3A in the P21 mPFC, which is important for *de novo* DNA methylation. RNA-seq in male MO offspring revealed DNA methylation as a significantly enriched upregulated pathway, mediated by DNMT3B, DNMT3L, and MYB expression. DNA methylation patterns are highly responsive to environmental challenges during the prenatal period. Clinically, infants treated for NOWS had hypermethylation of the μ opioid receptor gene (OPRM1), and the degree of hypermethylation corresponded to NOWS severity (Wachman et al., 2014; McLaughlin et al., 2017). Increased expression of genes involved in DNA methylation in male MO offspring suggests that this may also relate to long-term behavioral outcomes, although future studies will need to confirm this functionally and identify targets of possible increased methylation.

The 7 week daily maternal MO injection protocol is a model of opioid use before and during pregnancy, including exposure via lactation to model the third trimester brain development in humans (Livy et al., 2003). The 10 mg/kg dose at 1 and 4 h postinjection produced maternal plasma MO concentrations in mice that were within the same range observed in human mothers testing positive for MO via urinalysis (Smith et al., 2022a) and were undetected at 20 h. MO metabolism produces comparable concentrations in plasma and urine (Lafolie et al., 1996), so the dose used here is likely to be clinically relevant. There were transient changes in maternal behavior 1 h after MO injection that rapidly normalized, so this protocol did not significantly impair maternal behavior. The disruption of the circadian cycle caused by moving dams and offspring to a reversed light cycle on P14 could be a stressor that may affect development. Although the SAL and MO groups experienced this equally, this could be a topic of future investigation.

In conclusion, perinatal MO exposure during pregestation, gestation, and lactation causes sex-dependent behavioral and molecular responses in the brain, with male offspring being behaviorally more affected than females. Executive function outcomes seem to depend on sex and the timing of opioid exposure during gestation, while social preference does not. The heightened social preference and impaired learning, motivation, attention, and accuracy in male MO offspring could relate to lasting impairments in microglial phagocytic capacity. Female MO offspring appear to have evidence of increased microglial phagocytosis, which potentially could dampen a subset of the behavioral effects.

# Supplementary material for: Perinatal Morphine Exposure Leads to Sex-Dependent Executive Function Deficits and Microglial Changes in Mice
**Source:** eNeuro. 2022 Oct 13;9(5):ENEURO.0238-22.2022. doi: 10.1523/ENEURO.0238-22.2022
**Supplement:** Figure 1-1 — End point, variables measured, offspring sample size, and litter representation for each outcome assessed. Download Figure 1-1, DOCX file.

**Extended Data Figure 1-1:**

| **Endpoint** | **Variable** | **# Offspring per group** | **# Offspring per litter per group** |
| --- | --- | --- | --- |
| Pup retrieval | Latency to retrieve first pup, average retrieval latency per pup, percent of pups retrieved | SAL dams n =6  MO dams n = 9 | Entire litters |
| Three chambered social interaction test | Time spent investigating, frequency, and percent preference for 1.) mouse vs. empty cup and 2.) novel vs. familiar mouse | Male SAL n = 11  Male MO n = 11  Female SAL n = 10  Female MO n = 12 | 1-2 |
| Sucrose preference test | Percent preference on days 2 – 3 | Male SAL n = 12  Male MO n = 12  Female SAL n = 10  Female MO n = 12 | 1-2 |
| High fat preference test | Percent preference on days 2 – 3 | Male SAL n = 12  Male MO n = 12  Female SAL n = 7  Female MO n = 9 | 1-2 |
| Operant behavioral testing | Fixed ratio 1 (FR1) days to criterion, progressive ratio (PR) breakpoint, 5CSRTT premature responses, percent omitted, percent accuracy, total trials | Male SAL n = 11  Male MO n = 11  Female SAL n = 10  Female MO n = 12 | 1-2 |
| P21 gene expression | Fold change | Male SAL n = 6  Male MO n = 6  Female SAL n = 6  Female MO n = 6 | 1 |
| Adult gene expression | Fold change | Male SAL n = 11  Male MO n = 11  Female SAL n = 10  Female MO n = 12 | 1-2 |
| Iba1/CD68 Immunohistochemistry | 20x:  Whole frame cell count and integrated density per counted cell  40x:  Individual cell perimeter, area, and average integrated density within each cell | 20x:  Male SAL n = 5, Male MO n = 6, Female SAL n = 3, Female MO n = 5  40x:  Male SAL n = 4, Male MO n = 5, Female SAL n = 2, Female MO n = 3 | 1 |

# Supplementary material for: Perinatal Morphine Exposure Leads to Sex-Dependent Executive Function Deficits and Microglial Changes in Mice
**Source:** eNeuro. 2022 Oct 13;9(5):ENEURO.0238-22.2022. doi: 10.1523/ENEURO.0238-22.2022
**Supplement:** Figure 1-2 — Gene expression targets for P21 mPFC, AMG, VTA, and NAc. The + and – symbols indicate included (+) or omitted (–) targets for adult operant PFC. The ^ and ᵒ symbols indicate included (^) or omitted (ᵒ) targets for adult operant AMG. Download Figure 1-2, DOCX file.

**Extended Data Figure 1-2:**

| **Gene name** | **Assay ID** | **Functional relevance** |
| --- | --- | --- |
| + ACTB ^ | Ref: 4352663 | Housekeeping gene |
| - C1QA ᵒ | Mm00432142_m1 | Complement C1q A chain: complement recognition, predominantly microglial ^1^ |
| + COMT ᵒ | Mm00514377_m1 | Catechol-O-Methyltransferase: catecholeamine degradation |
| + DLG4 (PSD95) ᵒ | Mm00492193_m1 | Discs Large MAGUK Scaffold Protein 4: postsynaptic density protein 95 |
| - DNMT1 ᵒ | Mm01151063_m1 | DNA Methyltransferase 1: maintains DNA methylation^2^ |
| + DNMT3A ᵒ | Mm00432881_m1 | DNA Methyltransferase 3 Alpha: de novo DNA methylation^2^ |
| - GAD1 ᵒ | Mm04207432_g1 | Glutamate Decarboxylase 1: catalyzes GABA production |
| - GADD45B ᵒ | Mm00435123_m1 | Growth Arrest And DNA Damage Inducible Beta: DNA demethylation^3^ |
| + GAPDH ᵒ | Ref: 4352661 | Housekeeping gene |
| - GPHN ᵒ | Mm00556895_m1 | Gephyrin: Anchors inhibitory neurotransmitter receptors (glycine and GABA) |
| - HDAC2 ᵒ | Mm00515108_m1 | Histone Deacetylase 2: downregulates histone acetylation, induces gene silencing and downregulation of target protein synthesis ^4^ |
| + ITGAM ^ | Mm01271250_m1 | Integrin Subunit Alpha M (CD11b; CR3): macrophage/microglial adhesion for phagocytosis |
| + LY96 (MD2) ^ | Mm01227593_m1 | Lymphocyte Antigen 96 (Myeloid Differentiation Factor 2): binds lipopolysaccharides (LPS) to TLR4, links receptor and signaling |
| + MBP ᵒ | Mm00521979_m1 | Myelin Basic Protein: Myelin formation and stabilization in CNS |
| - MECP2 ᵒ | Mm01193537_g1 | Methyl-CpG Binding Protein 2: chromatin regulation and development of neuronal networks^5^ |
| + MOG ᵒ | Mm01279062_m1 | Myelin Oligodendrocyte Glycoprotein: myelin completion and/or maintenance |
| + MYD88 ^ | Mm00440338_m1 | Myeloid Differentiation Primary Response Gene 88: TLR4 adapter protein |
| + OPRD1 ᵒ | Mm01180757_m1 | Opioid Receptor Delta 1 |
| + OPRK1 ᵒ | Mm01230885_m1 | Opioid Receptor Kappa 1 |
| + OPRM1 ᵒ | Mm01188089_m1 | Opioid Receptor Mu 1 |
| + PDYN ᵒ | Mm00457573_m1 | Opioid peptide formation |
| + PENK ᵒ | Mm01212875_m1 | Preproenkephalin |
| + PLP1 ᵒ | Mm01297210_m1 | Proteolipid Protein 1: myelin formation and stability |
| + PNOC ᵒ | Mm01314909_m1 | Prepronociceptin: ligand for OPRL1 |
| + PPIA ^ | Mm02342429_g1 | Housekeeping gene |
| - SETD7 ᵒ | Mm00499823_m1 | SET Domain Containing 7, Histone Lysine Methyltransferase: regulates DNMT1 activity^6^ |
| + SLC17A7 (VGLUT1) ^ | Mm00812886_m1 | Solute Carrier Family 17 Member 7 (Vesicular glutamate transporter 1): presynaptic glutamate uptake |
| - SLC6A3 (DAT) ᵒ | Mm00438388_m1 | Solute Carrier Family 6 Member 3 (Dopamine Transporter): dopamine clearance/reuptake from synapses |
| - SYP ᵒ | Mm00436850_m1 | Synaptophysin: neuronal synaptic vesicle glycoprotein |
| + TLR2 ᵒ | Mm0442346_m1 | Toll-like receptor 2: pathogen recognition for general pathogens |
| + TLR4 ^ | Mm00445273_m1 | Toll-like receptor 4: pathogen recognition receptor for lipopolysaccharide |
| + YWHAZ ^ | Mm03950126_s1 | Housekeeping gene |

# Supplementary material for: Perinatal Morphine Exposure Leads to Sex-Dependent Executive Function Deficits and Microglial Changes in Mice
**Source:** eNeuro. 2022 Oct 13;9(5):ENEURO.0238-22.2022. doi: 10.1523/ENEURO.0238-22.2022
**Supplement:** Figure 1-3 — Targets added for the adult operant mPFC gene expression analysis. The ^ and ᵒ symbols indicate included (^) or omitted (ᵒ) targets for adult operant AMG. Download Figure 1-3, DOCX file.

**Extended Data Figure 1-3:**

| **Gene name** | **Assay ID** | **Functional relevance** |
| --- | --- | --- |
| ARC ᵒ | Mm01204954_g1 | Activity-Regulated Cytoskeleton-Associated Protein: plasticity protein |
| DDX3Y ᵒ | Mm00465349_m1 | DEAD-Box Helicase 3 Y-Linked: male-specific brain protein ^7^ |
| DRD2 ᵒ | Mm00438545_m1 | Dopamine receptor D2 |
| DRD3 ᵒ | Mm00432887_m1 | Dopamine receptor D3 |
| HSPA1A (HSP70) ᵒ | Mm01159846_s1 | Heat Shock Protein Family A (Hsp70) Member 1A: Stabilizes proteins and mediates folding of newly translated proteins |
| OPRL1 ᵒ | Mm00440563_m1 | Opioid Related Nociceptin Receptor 1 |
| PPP1R9B (SPINOPHILIN) ᵒ | Mm00552071_m1 | Protein Phosphatase 1 Regulatory Subunit 9B: scaffold protein for dendritic spines |
| PVALB ᵒ | Mm00443100_m1 | Parvalbumin: GABAergic interneuron marker |
| RELA (NFKB) ᵒ | Mm00501346_m1 | RELA Proto-Oncogene, NF-KB Subunit: signal transduction for inflammation |
| SLC17A6 (VGLUT2) ᵒ | Mm00499876_m1 | Solute Carrier Family 17 Member 6 (Vesicular glutamate transporter 2): presynaptic glutamate uptake |

# Supplementary material for: Perinatal Morphine Exposure Leads to Sex-Dependent Executive Function Deficits and Microglial Changes in Mice
**Source:** eNeuro. 2022 Oct 13;9(5):ENEURO.0238-22.2022. doi: 10.1523/ENEURO.0238-22.2022
**Supplement:** Figure 1-4 — Targets added for the adult operant AMG gene expression analysis. Download Figure 1-4, DOCX file.

**Extended Data Figure 1-4:**

| **Gene name** | **Assay ID** | **Functional relevance** |
| --- | --- | --- |
| ADORA2A | Mm00802075_m1 | Adenosine A2a Receptor; upregulated in the AMG of susceptible offspring after maternal immune activation; GPCR involved in immune function ^8^ |
| CD68 | Mm03047343_m1 | Macrophage antigen CD68; lysosomal phagocytic marker |
| CDKN1A | Mm04205640_g1 | Cyclin dependent kinase inhibitor 1A; upregulated after morphine exposure^9^ |
| DRD1 | Mm01353211_m1 | Dopamine receptor D1 |
| ERBIN (ERBB2IP) | Mm01301876_m1 | Erbb2 Interacting Protein; maintains excitatory-inhibitory balance in the AMG^10^ |
| FKBP5 | Mm01300962_m1 | FKBP prolyl isomerase 5; stress response |
| GNG8 | Mm00515877_g1 | Guanine nucleotide-binding protein G(I)/G(S)/G(O) subunit gamma-8; downregulated in AMG after early life stress, involved in morphine addiction and synaptic function^11^ |
| GRIN1 | Mm00433790_m1 | Glutamate Ionotropic Receptor NMDA Type Subunit 1; synaptic plasticity |
| HES1 | Mm01342805_m1 | Hes Family BHLH Transcription Factor 1; involved in social behavior^12^ |
| HTR1A | Mm0043406_s1 | Serotonin Receptor 1A |
| HTR2A | Mm00555764_m1 | Serotonin Receptor 2A |
| IL1B | Mm00434228_m1 | Interleukin 1 beta; cytokine mediator of the inflammatory response |
| MAP4K1 | Mm01152700_m1 | Mitogen-Activated Protein Kinase Kinase Kinase Kinase 1; upregulated after early life stress^13^ |
| MAP4K2 | Mm01231599_m1 | Mitogen-Activated Protein Kinase Kinase Kinase Kinase 1; upregulated after early life stress^13^ |
| MAPK10 | Mm00436578_m1 | Mitogen-Activated Protein Kinase 10 |
| NP65 (NPTN) | Mm00485990_m1 | Neuroplastin 65; involved in synaptic plasticity and cognition^14^ |
| NR3C1 (GR) | Mm00433832_m1 | Nuclear Receptor Subfamily 3 Group C Member 1; glucocorticoid receptor |
| NTS | Mm00481140_m1 | Neurotensin; offspring sex-dependent expression changes after maternal immune activation^15^ |
| OXT | Mm01329577_m1 | Oxytocin |
| PPP1R1B | Mm00454892_m1 | DARPP-32; upregulated in the AMG of susceptible offspring after maternal immune activation^16^ |
| RELN | Mm00465200_m1 | Reelin; offspring sex-dependent expression changes after maternal immune activation^15^ |
| SGK1 | Mm00441380_m1 | Serum/Glucocorticoid Regulated Kinase 1; upregulated after morphine exposure^9^ |
| TLR7 | Mm00446590_m1 | Toll Like Receptor 7 |

# Supplementary material for: Perinatal Morphine Exposure Leads to Sex-Dependent Executive Function Deficits and Microglial Changes in Mice
**Source:** eNeuro. 2022 Oct 13;9(5):ENEURO.0238-22.2022. doi: 10.1523/ENEURO.0238-22.2022
**Supplement:** Figure 1-6 — Values for maternal and birthing outcomes that did not reach statistical significance (mean ± SEM) or median (range). Download Figure 1-6, DOCX file.

**Extended Data Figure 1-6:**

| **Outcome** | **Maternal SAL** | **Maternal MO** | **Result** |
| --- | --- | --- | --- |
| Gestational duration from plugs (days) | 17.9 ± 0.26 | 18.3 ± 0.36 | [T_(12)_ = 0.96; p = 0.35] |
| Litter size (pups) | 8.7 ± 0.42 | 6.4 ± 1.11 | [T_(14)_ = 0.96; p = 0.35] |
| Maternal nest volume (cm^3^) | 340.7 (226.4 – 954.2) | 222.7 (171.3 – 469.4) | [U_(1, 13)_ = 9; p = 0.10] |

# Supplementary material for: Perinatal Morphine Exposure Leads to Sex-Dependent Executive Function Deficits and Microglial Changes in Mice
**Source:** eNeuro. 2022 Oct 13;9(5):ENEURO.0238-22.2022. doi: 10.1523/ENEURO.0238-22.2022
**Supplement:** Figure 1-7 — Values for offspring body weight (mean ± SEM). Download Figure 1-7, DOCX file.

**Extended Data Figure 1-7:**

| **Outcome** | **Male**  **SAL** | **Mal**  **MO** | **Female SAL** | **Female**  **MO** | **Result** |
| --- | --- | --- | --- | --- | --- |
| Offspring body weight P21 | 9.1 ± 0.25 | 9.3 ± 0.37 | 8.7 ± 0.16 | 9.2 ± 0.32 | Interaction [F_(1, 22)_ = 0.3; p = 0.59]  Sex [F_(1, 22)_ = 0.5; p = 0.48]  Drug [F_(1, 22)_ = 1.7; p = 0.21] |
| Offspring body weight P42 | 21.7 ± 0.27 | 21.8 ± 0.56 | 17.4 ± 0.27 | 17.6 ± 0.19 | Interaction [F_(1, 42)_ = 0.04; p = 0.84]  **Sex [F_(1, 42)_ = 142.9; p < 0.0001]**  Drug [F_(1, 42)_ = 0.2; p = 0.65] |

# Supplementary material for: Perinatal Morphine Exposure Leads to Sex-Dependent Executive Function Deficits and Microglial Changes in Mice
**Source:** eNeuro. 2022 Oct 13;9(5):ENEURO.0238-22.2022. doi: 10.1523/ENEURO.0238-22.2022
**Supplement:** Figure 5-1 — P21 fold change values by group (mean ± SEM) for observed sex differences in gene expression. Download Figure 5-1, DOCX file.

**Extended Data Figure 5-1:**

| **Brain Region, Gene Name** | **Male**  **SAL** | **Mal**  **MO** | **Female SAL** | **Female**  **MO** | **Sex Effect** |
| --- | --- | --- | --- | --- | --- |
| AMG DLG4 | 1.01 ± 0.06 | 0.90 ± 0.03 | 1.06 ± 0.04 | 1.05 ± 0.04 | [F_(1, 19)_ = 5.2; p = 0.034] |
| AMG DNMT1 | 1.00 ± 0.04 | 0.99 ± 0.03 | 1.15 ± 0.05 | 1.03 ± 0.03 | [F_(1, 19)_ = 6.6; p = 0.019] |
| AMG ITGAM | 1.01 ± 0.06 | 1.00 ± 0.02 | 1.15 ± 0.06 | 1.08 ± 0.03 | [F_(1, 19)_ = 5.8; p = 0.026] |
| AMG MBP | 1.00 ± 0.05 | 0.91 ± 0.04 | 1.15 ± 0.09 | 1.04 ± 0.04 | [F_(1, 19)_ = 7.2; p = 0.015] |
| AMG SETD7 | 1.00 ± 0.04 | 1.01 ± 0.02 | 1.13 ± 0.04 | 1.08 ± 0.05 | [F_(1, 19)_ = 6.2; p = 0.022] |
| AMG OPRK1 | 1.01 ± 0.08 | 1.17 ± 0.05 | 0.87 ± 0.06 | 0.92 ± 0.13 | [F_(1, 19)_ = 5.2; p = 0.035] |
| NAC MYD88 | 1.00 ± 0.02 | 0.99 ± 0.04 | 1.09 ± 0.08 | 1.12 ± 0.03 | [F_(1, 20)_ = 6.7; p = 0.017] |
| NAC TLR2 | 1.00 ± 0.05 | 1.00 ± 0.06 | 1.13 ± 0.06 | 1.12 ± 0.06 | [F_(1, 20)_ = 5.1; p = 0.035] |

# Supplementary material for: Perinatal Morphine Exposure Leads to Sex-Dependent Executive Function Deficits and Microglial Changes in Mice
**Source:** eNeuro. 2022 Oct 13;9(5):ENEURO.0238-22.2022. doi: 10.1523/ENEURO.0238-22.2022
**Supplement:** Figure 6-1 — Male m-mPFC values for Iba1 and CD68 reported as the mean ± SEM. Download Figure 6-1, DOCX file.

**Extended Data Figure 6-1:**

| **Outcome** | **Male**  **SAL** | **Mal**  **MO** | **Result** |
| --- | --- | --- | --- |
| Adult male mid mPFC 20x Iba1 | 13520234 ± 1744167 | 13343172 ± 1394147 | [T_(9)_ = 0.08; p = 0.94] |
| Adult male mid mPFC 20x CD68 | 5491359 ± 770503 | 6188160 ± 1078053 | [T_(9)_ = 0.5; p = 0.62] |

How the deposited data were processed for this re-analysis (not part of the article)

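RNA of the mPFC of offspring at P21 was sequenced from 24 libraries, 6 each of male SAL, male MO, female SAL and female MO, from dams given saline or 10 mg/kg morphine. Each library is a separate replicate (PFC1 to PFC24), and no replicate belongs to 2 groups. The paper took 1 offspring per litter and sex, so male and female libraries come from shared litters. Which libraries are littermates is not given, and the models over both sexes treat the 24 libraries as independent. The column names of 11 libraries carry the suffix combined, read here as merged runs, and what was combined is not stated.

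The authors aligned reads to mm10 with STAR, quantified genes with Salmon and compared groups with DESeq2. The deposited tables, one for each sex, hold 24972 genes. Their values are a signal, the authors' normalized counts and not raw counts: they are not whole numbers, column sums are nearly equal, and low values do not lie at exact multiples of one step per library. Raw counts could therefore not be recovered, and tests made for raw counts, chosen before the data were examined, were replaced by limma on log2 values.

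Normalized sums per library were 14.7 to 16.0, in units of 1e6. They do not give the number of reads behind a library, so the precision of low genes could not be computed.

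Values were transformed as log2(value + 1). Genes whose values summed to at least 10 over the libraries compared were kept, 16662 in males, 16717 in females and 17303 over both sexes. MO was compared with SAL within each sex with limma 3.58.1 in R 4.3.3 (linear model, empirical Bayes with a trend), with Benjamini-Hochberg adjustment over the genes kept. Models over both sexes held sex as a term, and the interaction was tested as the difference of the differences. The thresholds of the paper, an unadjusted p of 0.05 and a log2 fold change of 1.2, were applied to the same fits. For single genes and list scores, 2-sided exact permutation tests used all 924 relabellings of 6 libraries against 6, or all 462 of 5 against 6 where 1 library was left out, and over both sexes labels were permuted within sex 100000 times.

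In all, 37 gene lists fixed before the data were examined were tested with camera at a preset correlation of 0.01, with an estimated correlation and with fry, for lists with at least 3 measured members. The lists of the paper's enrichment tool were not available. Libraries were clustered with average linkage on 1 minus the Spearman correlation, and the tree was divided into 2 clusters. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9, and Fisher's exact tests used SciPy 1.17.1 or R. Sequence shared between genes was counted over 85-base stretches of annotated transcripts.

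Genes named in the text were chosen by a rule set before the data were examined: every gene of the paper's RNA-seq results text, its 28 qPCR targets and 4 reference genes, all genes past an adjusted p of 0.05 up to 10 in each direction, the 5 with the largest fold in each direction at the paper's thresholds among genes with a mean of at least 1 CPM, up to 4 members per list with the smallest unadjusted p under 0.05, and 6 sex-linked genes. The names in Fig. 7 had been seen when the rule was set.

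The fit was tested on simulated data. Of genes given a 1.5-fold change, 73.1% in males and 68.7% in females were recovered at an adjusted p of 0.05, of a 2-fold change 95.5% and 92.5%, and of a 4-fold change 98.5% and 98.5%. With no change given, 0 genes and 0 lists passed, and 5.01% of male and 5.10% of female genes had an unadjusted p under 0.05. The real libraries gave 2.85% and 2.93%. Other splits of them gave a median of 9 lists in males and 11 in females. The simulation therefore lacked structure that the real libraries have. Recovery was not given by level, so these rates do not describe genes under 1 CPM or the power of this study.

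Alternatives were no filter, a mean of at least 10, other pseudocounts, the fold as a ratio of group means, sample weights, a term for libraries marked combined, scaling to reference genes, other clustering, and leaving out each library in turn. Counts were also repeated over 100 splits of the libraries. Left out, because they need raw counts, were the paper's DESeq2 and other tests on counts.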

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

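The tests of blood, of single libraries, of lists without the study's own genes and of hypothalamic tissue below, the counts of other splits of the libraries other than that of genes shared by both sexes, the comparison of splits by libraries marked combined, and the choice of lists the paper does not discuss were made after the results were seen, and the test of shared sequence was set before.

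Neutrophil genes, which the paper does not discuss as a group, were higher in female MO (exact permutation p of the list = 0.0433, n = 6 in each group, 5 of 6 MO libraries above the SAL mean, camera adjusted p with an estimated correlation = 0.648), but the study chose 4 of the 15 genes on these libraries, and over the other 11 the difference was 0.54 (exact permutation p = 0.167). Blood left in the tissue, which brings white and red cells together, is a candidate explanation: the erythroid list was higher by 0.74 (exact permutation p = 0.143), and the log2 ratio of the summed neutrophil list to the summed erythroid list differed by 0.109 (standard error 0.393, exact permutation p = 0.779). A ratio of S100a8, S100a9, Ngp and Ltf to Hbb-b1, computed first, was higher in MO by 1.48 (standard error 0.627, exact permutation p = 0.0281), but these genes were chosen after their values were seen, and they make up 9.34% of the list's sum in SAL, so neither ratio settles the matter. The weight of 1 library cannot be told apart from an effect of drug, since without PFC1 the difference of the list was 0.47 in place of 0.90 and the exact permutation p was 0.0714. An effect of MO exposure on neutrophils stays open. In males 9 of the 10 measured neutrophil genes lay above 0 too (mean 0.43, 5 of 6 MO libraries above the SAL mean, exact permutation p = 0.130, camera adjusted p = 0.0148, with an estimated correlation 0.757). The male erythroid list had a mean of 0.10 (exact permutation p = 0.775, camera adjusted p = 0.00252, with an estimated correlation 0.781). Its median was 0.40, with 9 of 11 genes above 0. That mean includes Hbb-bs at -3.10, a value uncertain because of shared sequence.

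In groups of 6 libraries, the gap of the highest or lowest library to its nearest neighbor was divided by the range of the group. This share was above the 95% critical value of Dixon's test in 45 of 410 groups, where chance gives about 20.5, and 13 of the 45 were PFC1 of female MO. Its mean correlation with the other libraries was 0.974 against 0.983 to 0.986 in the rest of the group (share 0.814). PFC1 was high in C1qa (995 normalized counts against 488 to 597, share 0.717), Oprk1 (231 normalized counts against 70.8 to 98.9, share 0.719) and Penk (1795 normalized counts against 507 to 663, share 0.788). It was low in Dnmt1 (410 normalized counts against 629 to 793, share 0.651), Slc17a7 (24986 normalized counts against 30847 to 33682, share 0.706), Syp (21440 normalized counts against 31277 to 39080, share 0.629) and Ywhaz (19544 normalized counts against 26230 to 29114, share 0.738). By mean log2 score, its homeostatic microglia list was at 9.38 against 8.40 to 8.74 (share 0.654), its neutrophil list at 4.83 against 1.66 to 2.75 (share 0.656), its striatum list, which holds Penk, at 9.11 against 7.28 to 7.55 (share 0.852), its excitatory neuron list at 11.17 against 11.59 to 11.79 (share 0.676) and its excitatory synapse list at 11.62 against 11.95 to 12.03 (share 0.815). Without PFC1 the female difference of the striatum list was -0.20 in place of 0.08, and that of the myelinating oligodendrocyte list -0.02 in place of 0.28. No explanation was tested for PFC1.

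Oxt in male MO stood out by 1 library, PFC17 (15.7 normalized counts against 0.941 to 3.22, share 0.639). Without PFC17 the mean log2 of Oxt and Avp was still higher in MO, by 1.22 in place of 1.56 (exact permutation p = 0.0325, Oxt alone 0.0411 and Avp alone 0.119). The study chose both genes for their difference in these libraries, so this p leans toward passing. It does not settle whether PFC17 is the whole cause. Hypothalamic tissue in some dissections cannot be told apart from an effect of drug: the other 12 measured hypothalamus genes differed by 0.0263 (standard error 0.13), neither a rise nor a fall beyond its spread, and 1 of the 12, Pmch, was lower in MO (log2 fold change -1.16, exact permutation p = 0.0368). An effect of MO exposure on Oxt and Avp transcripts in the mPFC stays open.

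Genes at the paper's thresholds were often listed at 0 in some libraries and high in others. Reads shared between near-identical copies are a candidate explanation: 15 of the 40 such genes found in the annotation (37.5%) share at least 10% of their 85-base stretches with other genes, against 70 of 840 genes of like level (8.33%, one-sided Fisher's exact test, p = 9.9e-07). For the others, which share less, copies were not tested further. An effect of MO exposure on these genes was not separated from how their reads are assigned.

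PFC10 alone had Gm13306 among male MO libraries (86.1 normalized counts, the others listed at 0, share 1.00), and PFC11 alone had Hbb-bs (24.2, the others listed at 0, share 1.00). PFC17 was listed at 0 for Rnaset2b (0 normalized counts against 5.99 to 20.7, share 0.632), and PFC22 of female SAL for Ccl27b (0 normalized counts against 74.5 to 97.8, share 0.941). Of the genes named by the paper, Dnmt3b was high in PFC9 of male SAL (5.09 normalized counts against 2.22 to 3.05, share 0.641), Myb was at 0 in PFC11 of male MO (the others at 1.91 to 3.98, share 0.664), Dsp at 0 in PFC6 of female SAL (the others at 1.86 to 3.06, share 0.751) and Hpx at 0 in PFC7 of female SAL (the others at 1.94 to 4.01, share 0.669).

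PFC16 of male SAL stood apart in Oprd1 (262 normalized counts against 152 to 177, share 0.715), Penk (1512 normalized counts against 598 to 705, share 0.823), Setd7 (3100 normalized counts against 2372 to 2601, share 0.655) and Syp (32581 normalized counts against 37432 to 38898, share 0.783). Its striatum list was at 8.79 against 7.36 to 7.55 (share 0.868), its inhibitory synapse list at 11.15 against 11.01 to 11.06 (share 0.641) and its excitatory neuron list at 11.68 against 11.77 to 11.82 (share 0.696). PFC18 of male SAL was low in Itgam (182 normalized counts against 267 to 306, share 0.733) and Arc (4313 normalized counts against 5196 to 5810, share 0.6251). Its homeostatic microglia list was at 8.13 against 8.46 to 8.57 (share 0.752) and its IL-17 signaling list at 4.12 against 3.70 to 3.86 (share 0.627). In male MO, the striatum list of PFC13 was at 8.32 against 7.37 to 7.71 (share 0.636) and the deep cortical layer list of PFC11 at 9.09 against 9.66 to 9.93 (share 0.686). PFC19 was low in Tlr4 (15.8 normalized counts against 22.1 to 26.3, share 0.655), and PFC15 in Ywhaz (27270 normalized counts against 30219 to 32083, share 0.632) and Dlx6 (41.1 normalized counts against 51.0 to 57.4, share 0.646). In female SAL, PFC6 was low in Gadd45b (93.5 normalized counts against 148 to 178, share 0.713) and in the immediate-early gene list (8.56 against 9.24 to 9.45, share 0.764). PFC22 was low in Oprm1 (3.35 normalized counts against 7.19 to 10.3, share 0.660) and in the opioid peptide and receptor list (6.99 against 7.14 to 7.23, share 0.639) and high in Gli3 (116 normalized counts against 91.3 to 99.8, share 0.627), and PFC24 was low in the IL-17 signaling list (3.62 against 3.89 to 4.05, share 0.634). Among female MO libraries, PFC21 was high in Ppia (28513 normalized counts against 22813 to 24732, share 0.638).

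The effect of MO differed between the sexes for 3 lists in camera at the preset correlation, each higher in females than in males: meninges and fibroblasts (adjusted p = 1.8e-10), astrocytes (adjusted p = 1.6e-05) and endothelium and pericytes (adjusted p = 2.8e-05). With an estimated correlation the adjusted p was 0.698 for each. The mean differences between MO and SAL were 0.17, 0.20 and 0.18 in females and -0.35, -0.01 and -0.02 in males. Without PFC1 those in females were 0.04, 0.07 and 0.11. A list the paper does not discuss, that of immediate-early genes, was lower in male MO than in male SAL (exact permutation p = 0.0390, 6 libraries in each group), but with an estimated correlation its adjusted p was 0.574 and in fry 0.859.

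For each count of genes, lists or libraries, 100 splits of the same libraries into groups of 6 were fitted again, the real split included. Of the genes at the paper's thresholds, the 22 in males were reached by 77 splits (highest other 54) and the 21 in females by 88 (highest other 104). The 9 male lists were reached by 57 splits (highest other 16) and the 16 female lists by 18 (highest other 20). When genes were chosen anew, splits with as many libraries clustered by group numbered 85 in males (11 in the real split, highest other 12) and 63 in females (12 in both). Chance could therefore not be excluded for these 6 results. Genes past an adjusted p of 0.05 numbered 0 in the real split of each sex (highest other 6 in males and 2 in females). With labels exchanged within each sex, 0 was also the real value for the effect of drug over both sexes (highest other 1), the interaction (8), the qPCR targets (2) and the overlap of the lists (5). A count of 0 is reached by all 100 of 100 splits whatever the data, so the splits say nothing about chance there. A split with 104 genes, several times the 21 of the real one, points to a structure of the female libraries other than drug. It put 6 of the 8 libraries marked combined on one side, and the 10 such splits gave 37 to 104 genes (median 46), against 15 to 42 (median 24) in the 42 splits with 4 on each side, as in the real one. A term for this mark left 15 higher and 6 lower genes in the real split.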

How the results depend on the processing

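Another pseudocount, a minimum mean, sample weights, a term for libraries marked combined, the fold as a ratio of group means, and clustering of the female libraries without PFC1 were chosen after seeing the data, and the other alternatives before.

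The counts of genes past an adjusted p of 0.05 were 0 in limma within each sex, over both sexes, for the interaction and among the qPCR targets under every alternative run, those leaving out 1 library included (unadjusted counts at p under 0.05 were 475 in males, 490 in females, 816 over both sexes and 364 for the interaction). Of 135 results of named genes, 62 were counted as the same under every alternative and 0 as reversed. These counts do not show that sizes were kept, and they do not exclude changes of sign. Without PFC1, the female MO libraries held 507 to 663 normalized counts of Penk, below the SAL mean of 674. Lists were not in the count. Without PFC1 the female striatum, homeostatic microglia and myelinating oligodendrocyte lists went from 0.08, 0.12 and 0.28 to -0.20, -0.02 and -0.02. Over all alternatives, 2085 values were the same, 217 weaker, 7 stronger and 93 moved.

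Read as a fold change in place of a log2 fold change, the threshold of 1.2 gave 129 higher and 150 lower genes in males and 231 and 95 in females, since a lower threshold admits more genes. With an estimated correlation, and in fry, 0 lists passed in males and 0 in females. Male clustering placed 12 of 12 libraries by drug with no filter on low values, with k-means on ranks and with complete linkage. On the most variable genes it placed 7 male and 7 female libraries, near the lowest count that matching clusters to groups allows. With no fold threshold, 16 genes were shared between the sexes in place of 0. The cause was not tested except where named.

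A pseudocount of 0.5 gave 27 higher and 24 lower genes in males and 47 and 31 in females, 12 male libraries clustered by drug and 1 gene shared by the sexes. A pseudocount of 5 gave 2 and 5 in males, 3 and 0 in females, and 8 female libraries clustered. A larger pseudocount shrinks the folds of low genes. A mean of at least 10 gave 2 and 4 in males, 4 and 0 in females, and 7 female libraries clustered, from fewer genes tested. Sample weights gave 13 lower genes and 10 lists in females. The ratio of group means gave 27 higher genes in males, 44 higher and 31 lower in females, 12 male libraries clustered and 2 shared genes. The cause was not tested.

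Leave-one-out fits gave 9 to 14 higher genes (13 without PFC10, PFC12, PFC14, PFC17 or PFC18, 14 without PFC9, PFC11 or PFC20) and 10 to 18 lower genes in males, and 7 to 10 lists. In females they gave 15 to 29 higher genes (22 without PFC2, 25 without PFC8 or PFC22, 26 without PFC7, 29 without PFC21), 3 to 13 lower genes (3 without PFC4, 11 without PFC2 or PFC3, 13 without PFC1) and 9 to 18 lists (9 without PFC24, 10 without PFC1). Without PFC1, 11 female libraries of 11 clustered by drug.

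Not run, because they need raw counts, were DESeq2 with or without a prior, edgeR with RLE factors or its filterByExpr, limma-voom with sample weights, and lists of genes called by DESeq2. No paired analysis was possible because MO and SAL libraries share no replicate numbers. The values give no depth per library beyond normalized sums, so the precision of low genes is limited.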

Differences from the paper's values

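The ratio of group means, other pseudocounts, a mean of at least 10, a term for libraries marked combined and sample weights were chosen after seeing the values, and the other alternatives were set before the data were examined.

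In males, 8 genes were higher at an unadjusted p under 0.05 and a log2 fold change over 1.2, against the paper's 18. Of the alternatives set before the data were examined, leaving out PFC9, PFC10, PFC11, PFC12, PFC14, PFC17, PFC18, PFC19 or PFC20 gave 12 to 14 genes, within 1.5 times the paper's number. No filter (8), leaving out PFC13 (9), PFC15 (11) or PFC16 (10), and 1.2 read as a fold change (129) did not. The 14 lower genes were near the paper's 15.

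In females, 14 genes were higher against the paper's 31. Leaving out PFC2, PFC7, PFC8, PFC21 or PFC22 gave 22 to 29. No filter (14), leaving out any of the other 7 libraries (15 to 20), and 1.2 read as a fold change (231) still differed. Lower genes numbered 7 against the paper's 11. Leaving out PFC1, PFC2, PFC3, PFC6, PFC22, PFC23 or PFC24 gave 8 to 13, while no filter (6), leaving out PFC4, PFC5, PFC7, PFC8 or PFC21 (3 to 7) and 1.2 read as a fold change (95) still differed.

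Of the 75 entries in Fig. 7, where Hist1h2bq, chosen after its values were seen, stands for both sexes, 73 were tested and all 73 had the direction that figure shows. At the paper's thresholds, 7 of 18 higher and 11 of 15 lower male names passed, and 11 of 31 higher and 5 of 11 lower female names. With the fold as the log2 ratio of group means, chosen after seeing the values, 27 and 19 genes passed in males and 44 and 31 in females, with 13 of 18, 11 of 15, 26 of 31 and 9 of 11 of the names, so 5, 4, 5 and 2 names were dropped. With a pseudocount of 0.5, also chosen after seeing the values, 27 and 24 passed in males and 47 and 31 in females, with 13, 11, 21 and 9 of the names, so 5, 4, 10 and 2 were dropped. Sample weights, chosen after seeing the values, gave 13 lower female genes, with 4 of the 11 names, so 7 were dropped.

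The paper names 15 genes from these lists, of which Oxt, Avp, Dnmt3l, S100a7a, S100a8, S100a9, Fgl1 and Ltf passed both thresholds here. Dnmt3b, Myb, Krt17, Dsp, Hpx, Fgb and C7 had the paper's direction and an unadjusted p under 0.05, but not the fold. All 15 passed with 1.2 read as a fold change, set before the data were examined. Of the alternatives chosen after seeing the values, the ratio of group means passed all but C7, a pseudocount of 0.5 added Myb, Dsp and Fgb, and sample weights added Dsp and dropped Fgl1. A pseudocount of 5 passed 0 of the male genes and S100a9 alone of the female, a mean of at least 10 passed S100a8 and S100a9 alone, and a term for libraries marked combined dropped Dnmt3l.

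The paper reports that male libraries all clustered by drug with the Spearman correlation. Here 11 of 12 did with average linkage, and 12 of 12 with complete linkage, with k-means on ranks or with no filter, all set before the data were examined. A pseudocount of 0.5 and the ratio of group means, chosen after seeing the values, also gave 12. In qPCR the paper finds effects of drug in several of its 28 targets over both sexes, each by its own ANOVA with no adjustment over targets stated. In the RNA-seq values 1 of 28 had an unadjusted p under 0.05 in limma (Ly96, which is not among those the paper reports in the mPFC), and 0 of 28 passed an adjusted p of 0.05.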

Other observations

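The test of genes shared by both sexes was set before the results were seen, and the choice of lists reported here and the splits for the immediate-early list were made after.

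Immediate-early genes were lower in male MO than in male SAL, 17 of 25 at an unadjusted p under 0.05 and 13 when adjusted over the list alone, and 0 over all genes. The 4 with the smallest p were Egr1 (5566 against 7690 normalized counts, log2 fold change -0.51, exact permutation p = 0.0108), Fos (589 against 875 normalized counts, log2 fold change -0.67, exact permutation p = 0.0238), Npas4 (244 against 383 normalized counts, log2 fold change -0.76, exact permutation p = 0.0411) and Arc (3130 against 5427 normalized counts, log2 fold change -1.10, exact permutation p = 0.0303). The mean difference of the list was -0.45, with 1 of 6 MO libraries above the SAL mean (camera adjusted p = 2.3e-23, with an estimated correlation 0.574, in fry 0.859). In females it was -0.28 (exact permutation p = 0.258, 2 of 6 MO libraries above the SAL mean). Without PFC1 the female difference was -0.15 (exact permutation p = 0.541). Other splits of the male libraries gave a camera p as small as the real 6.3e-25 in 5 of 100, the real split included (smallest other 2.2e-32), so chance could not be excluded. No other explanation was tested.

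Genes of the meninges and fibroblasts were lower in male MO, 11 of 24 at an unadjusted p under 0.05 and 0 when adjusted over the list alone (mean difference -0.35, 0 of 6 MO libraries above the SAL mean, exact permutation p of the list = 0.0628, camera adjusted p = 4.4e-15, with an estimated correlation 0.574).

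At an unadjusted p under 0.05, 7 genes were higher in MO in both sexes (219 in males and 297 in females of 16502 tested in both, Fisher's exact test, p = 0.120), 9 were lower in both (251 and 182, p = 0.00191) and 6 went in opposite directions, Ccl27b among them. A response to MO shared by the sexes predicts more such genes than other splits give. With labels exchanged within each sex, 31 of 100 splits gave as many as the 16 genes of the same direction (highest other 172), so chance could not be excluded. A split with 172 genes, several times the real count, points to a structure of the libraries other than drug.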
